# CHRAC/ACF contribute to the repressive ground state of chromatin

**DOI:** 10.26508/lsa.201800024

**Published:** 2018-02-09

**Authors:** Alessandro Scacchetti, Laura Brueckner, Dhawal Jain, Tamas Schauer, Xu Zhang, Frank Schnorrer, Bas van Steensel, Tobias Straub, Peter B Becker

## Abstract

The chromatin remodeling complexes chromatin accessibility complex and ATP-utilizing chromatin assembly and remodeling factor (ACF) combine the ATPase ISWI with the signature subunit ACF1. These enzymes catalyze well-studied nucleosome sliding reactions in vitro, but how their actions affect physiological gene expression remains unclear. Here, we explored the influence of *Drosophila melanogaster* chromatin accessibility complex/ACF on transcription by using complementary gain- and loss-of-function approaches. Targeting ACF1 to multiple reporter genes inserted at many different genomic locations revealed a context-dependent inactivation of poorly transcribed reporters in repressive chromatin. Accordingly, single-embryo transcriptome analysis of an *Acf* knock-out allele showed that only lowly expressed genes are derepressed in the absence of ACF1. Finally, the nucleosome arrays in *Acf*-deficient chromatin show loss of physiological regularity, particularly in transcriptionally inactive domains. Taken together, our results highlight that ACF1-containing remodeling factors contribute to the establishment of an inactive ground state of the genome through chromatin organization.

## Abstract (precis)

Chromatin accessibility complex/ATP-utilizing chromatin assembly and remodeling factor help to establish basal transcriptional repression, conceivably through improving the regular spacing of nucleosomes in euchromatin.

## Introduction

The chromatin accessibility complex (CHRAC) and the related ATP-utilizing chromatin assembly and remodeling factor (ACF) are prototypic nucleosome sliding factors purified originally from extracts of *Drosophila melanogaster* embryos (1, 2). ACF consists of ISWI, an ATPase of the helicase superfamily 2, and a large subunit, ACF1. ACF associates with two histone-fold subunits, CHRAC-14 and CHRAC-16, to form CHRAC (3). Both complexes have very similar nucleosome sliding activity in vitro (4). Because ISWI is present in several other nucleosome remodelers (5), ACF1 serves as the signature regulatory subunit for the two complexes.

The mechanism of nucleosome sliding has been well described by biochemical and biophysical studies. ISWI and ACF1 bind target nucleosomes and flanking linker DNA. Substrate binding and ATP hydrolysis cycles trigger conformation changes in the remodeler that disrupt histone–DNA interactions and eventually displace the intact histone octamer along the DNA, effectively sliding a nucleosome (6, 7, 8, 9, 10, 11, 12) (for review, see reference 13).

Nucleosome sliding may theoretically affect transcription through local and global mechanisms (14). Locally, nucleosomes could be slid off promoters, exposing binding sites for transcription factors. Conversely, a remodeler might push nucleosomes to occlude regulatory sequences. The yeast Isw2 complex, which is related to the metazoan CHRAC complexes, has been shown to slide nucleosomes toward promoters (15, 16). Alternatively, nucleosome sliding factors may influence transcription by globally affecting the tightness of DNA packaging in chromatin. Nucleosome sliding factors may improve the regularity of nucleosome arrays by closing gaps (“nucleosome spacing”), thus minimizing the level of accessible DNA (1, 6, 17). In vitro, regularly spaced nucleosome arrays readily fold into “30 nm”–type fibers, a process that has been suggested to promote the formation of “higher order,” repressive chromatin structures (14).

A role for CHRAC/ACF in establishing such repressive chromatin had been derived from early studies of *Acf* mutant embryos that documented defects in nucleosome spacing, in the formation of repressive pericentric heterochromatin and polycomb-mediated silencing (18, 19). A more direct role for ACF1 in the repression of wingless target genes has also been described (20). The phenotypic oogenesis defects observed in *Acf* mutants (21) may be explained by either mechanism. These early studies based their conclusions on the analysis of *Acf*^*1*^ and *Acf*^*2*^ alleles, which were later shown in the context of oogenesis not to deliver a complete loss-of-function genotype because they still express the C-terminal PHD/bromo domains of ACF1 (21). Indeed, some oogenesis phenotypes observed in *Acf*^*1*^ and *Acf*^*2*^ could not be reproduced with a larger gene deletion (*Acf*^*7*^, considered a true null allele) or under RNAi conditions, as shown in reference 21. Therefore, the consequences of a complete loss of ACF1 (and thus the remodeling complexes it defines) are still unknown.

Clues about ACF1 functions at specific loci may be derived from mapping the chromosomal binding sites of the remodeler by chromatin immunoprecipitation (ChIP). Unfortunately, despite many efforts, we were not able to map ACF1 binding sites by ChIP, presumably because the interaction of the remodeler is too transient and dynamic to be efficiently cross-linked (22).

To unequivocally clarify the effect of ACF1-containing remodelers on transcription, we performed two key experiments. In a gain-of-function approach, we artificially targeted ACF1 to reporter genes integrated at many different chromatin loci and monitored the consequences for reporter gene transcription. Furthermore, using a null allele, we compared the transcriptome of individually staged null mutants to that of matched wild-type embryos. Both approaches suggest that the main effect of ACF1 on transcription is that it participates in the silencing of genes in inactive chromosomal domains. Importantly, derepression in mutant embryos correlates with defects in nucleosome spacing. Hence, we conclude that ACF1-containing remodelers contribute to a repressed ground state of the genome through chromatin organization.

## Results

### Artificial ACF1 tethering leads to context-dependent repression

To investigate potential effects of ACF1 on transcription, we first applied an established approach involving the ectopic targeting of ACF1 to a reporter gene locus. We used a fly line with a defined genomic insertion of a reporter gene cassette consisting of *lacZ/mini-white* genes and 5′ UAS^Gal^ sequences (23) (Fig 1A). We generated flies expressing N- or C-terminal fusions of ACF1 to the DNA-binding domain of the yeast activator GAL4 (GAL4DBD) under the control of the endogenous *Acf* promoter, which assured expression at levels comparable to endogenous ACF1 (Fig 1A and B). A control line harbored a construct expressing only the GAL4DBD. Mating the two types of fly lines yields offspring in which ACF1 is recruited to the UAS^Gal^ element.

**Figure 1.**
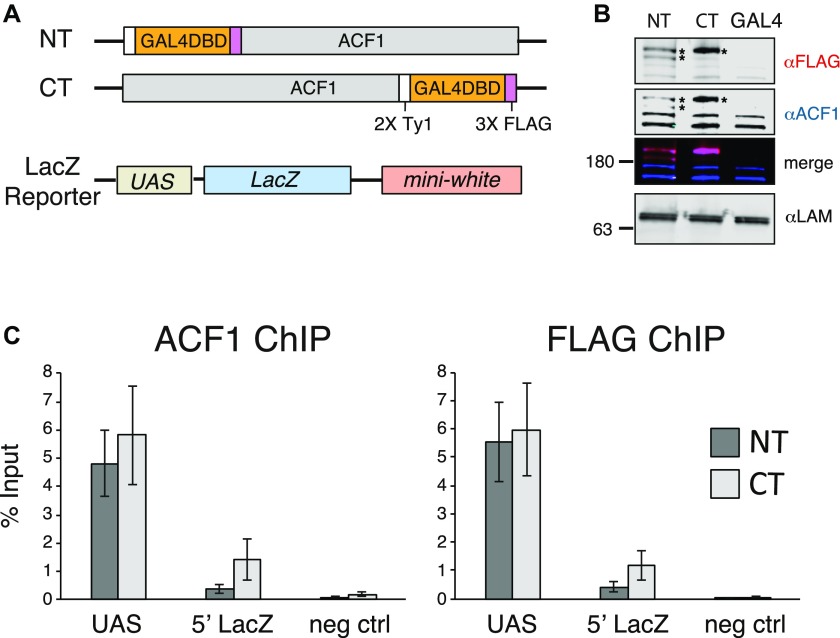
ACF can be tethered to a reporter locus through GAL4-DBD. **(A)** Schematic illustration of the transgenes used for testing the effects of ACF1 recruitment. ACF1 is fused to the GAL4 DNA-binding domain (GAL4DBD) at either the N-terminus or the C-terminus. A transgene containing the GAL4DBD alone (GAL4) is used as a negative control. The reporter transgene contains five UAS^Gal4^ (UAS) 5′ of *LacZ* and *mini-white* genes. **(B)** Western blot detection of ACF1 in an embryo nuclear extract (0–16 h AEL). Endogenous and fusion proteins were detected with a specific ACF1 antibody (blue channel); the ACF1-GAL4 fusions are FLAG-tagged and detected with an anti-FLAG antibody (magenta channel). Asterisks indicate the expressed transgenic ACF1-GAL4 fusions. Embryos containing a transgene coding for the GAL4DBD alone (GAL4) are included as a negative control. Lamin serves as a loading control. **(C)** ChIP-qPCR monitors the recruitment of ACF1 to UAS in 0- to 12-h embryos. The immunoprecipitation was conducted using ACF1 and FLAG antibodies. “UAS” and “5′ LacZ” denote the regions amplified by qPCR. Bars denote average % Input enrichment (n = 3 biological replicates) ± SEM. “neg ctrl” represents a negative control locus (encompassing the *Spt4* gene).

Successful tethering of ACF1-GAL4DBD in early embryos was confirmed by ChIP–quantitative PCR (qPCR) (Fig 1C). The entire remodeler seems to be recruited because its catalytic partner ISWI was also detected at the UAS sites (Fig S1A). ACF1 targeting resulted in an about twofold reduced *LacZ* transcription relative to the GAL4DBD only (mean fold-change = 0.58 for GAL4DBD-ACF1 and mean fold-change = 0.39 for ACF1-GAL4DBD) (Fig S1B). However, no obvious changes in nucleosome positions over and around the reporter locus could be scored by MNase-seq (Fig S1C and D).

**Figure S1.**
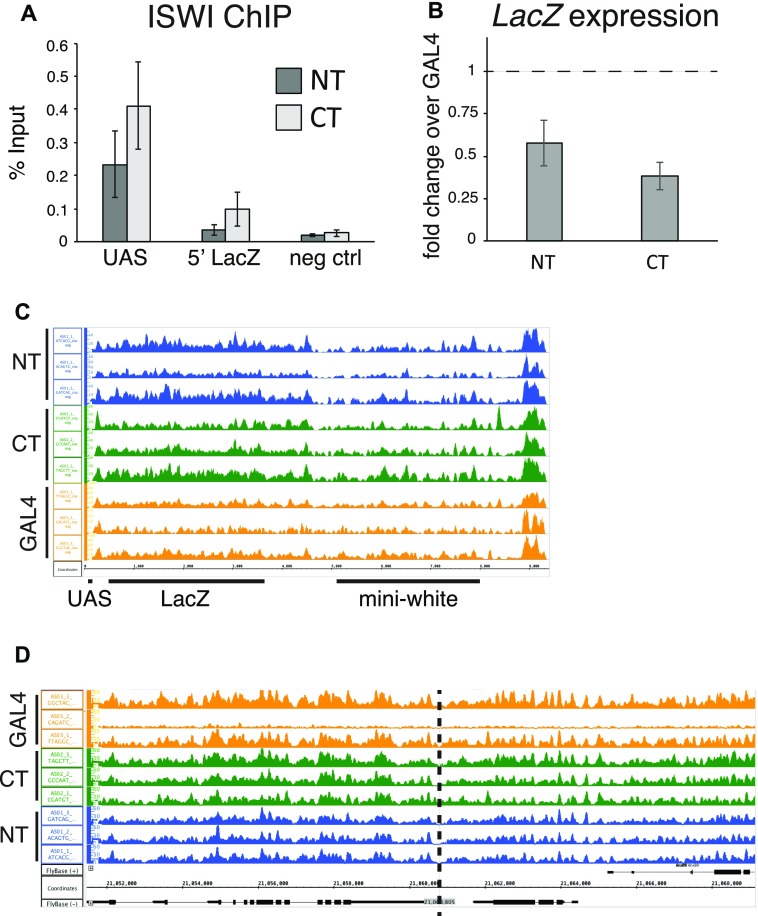
**(A)** ChIP-qPCR to verify the recruitment of ISWI to the UAS sites. “UAS” and “5′ LacZ” denote the regions amplified by qPCR. Bars denote average % input enrichment (n = 3 biological replicates) ± SEM. “neg ctrl” represents a negative control locus (encompassing the *Spt4* gene). **(B)** RT–qPCR assesses expression changes of the *LacZ* gene in early embryos (2–8 h) upon ACF1 tethering. Bars denote average fold-change over the control (GAL4DBD alone) (n = 3 biological replicates) ± SEM. **(C)** Screenshot of the genome browser representing the *LacZ/mini-white* reporter locus. Each track shows nucleosome dyad densities for each replicate of the corresponding genotype (as described in Fig 1A). **(D)** Same as (C) but depicting the genomic region surrounding the integration site of the LacZ reporter transgene (dashed line).

These experiments provided the proof of principle that a functional ACF1-GAL4DBD fusion protein could be recruited to UAS^Gal^ elements integrated in the fly genome, but these lacked the necessary generalization to document the presumed repressive effect. Therefore, we used a previously characterized library of several hundred barcoded reporter genes that had been randomly integrated into the genome of *Drosophila* Kc167 cells. We previously tethered heterochromatin protein 1 (HP1) as a GAL4DBD fusion to these sites and determined how the chromatin environment modulated HP1 repression (24). HP1, a known repressor, provides a convenient reference for ACF1 in this system. In parallel transient transfections, we introduced the various constructs into Kc167 cells and confirmed their expression by Western blotting and immunofluorescence microscopy: GAL4-ACF1, tagged ACF1 lacking a GAL4DBD, ACF1 lacking any tag, and a tagged GAL4DBD (Fig S2A–C).

**Figure S2.**
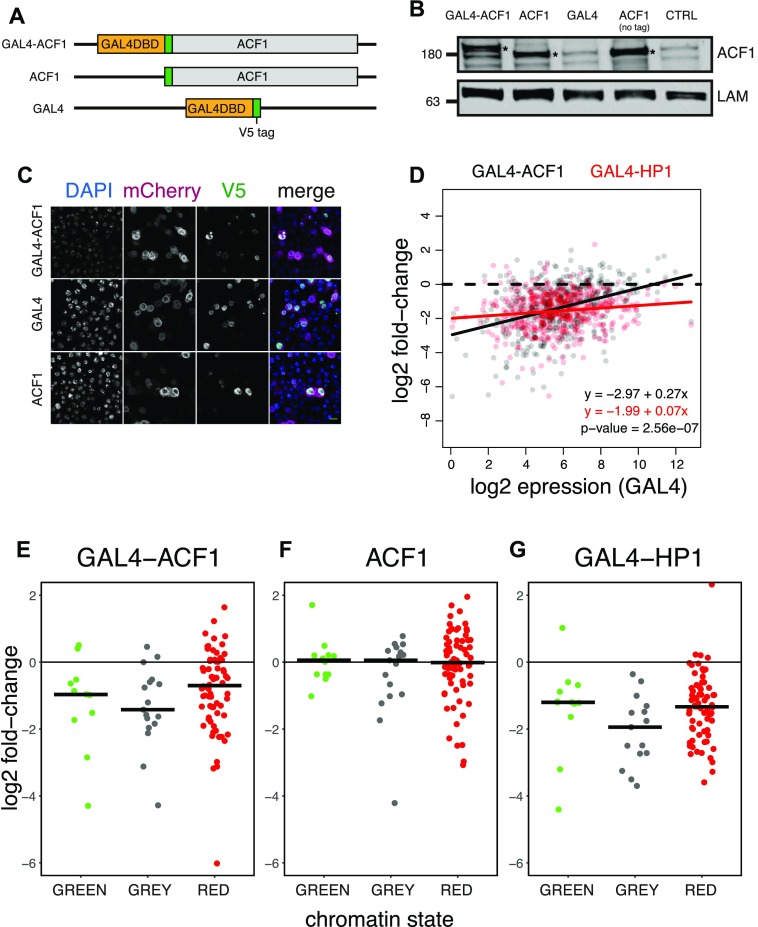
**(A)** Schematic illustration of the transgenes used for testing the effects of ACF1 recruitment to multiple reporters in Kc167 cells. ACF1 is fused to the GAL4 DNA-binding domain (GAL4 DBD) at the N-terminus. A transgene containing the GAL4 DBD alone is used as a control. All constructs contain a V5 tag. **(B)** Western blot of whole cell extracts from transiently transfected Kc167 cells. ACF1 antibody was used for the detection of ACF1 transgenes and Lamin (LAM) was used for the loading control. The first three lanes represent ACF1 targeting construct and controls; all of them possess a V5 tag. “ACF1 (no tag)” is a construct that expresses ACF1 without the V5 tag and “CTRL” lane refers to cells transfected with water. Asterisks indicate expressed transgenic products. **(C)** Immunofluorescence microscopy of the cells transiently transfected as in (A). The cells were stained with DAPI and V5 antibody for the detection of the constructs. mCherry antibody was used as a control. Green horizontal bar indicates the scale (10 μm). **(D)** Comparison of the correlation between repression and reporter expression upon ACF1 (GAL4-ACF1, black) or HP1 tethering (GAL4-HP1, red). Lines represent linear regression. Equations describe the fitted lines. *P*-value refers to the significance of the difference in the slope between the two regression lines. **(E)** Jitter plots represent the distribution of log2 fold-changes of reporters integrated in GREEN (N = 12), GRAY (N = 17), and RED (N = 70) chromatin domains for the case of tethered ACF1 (GAL4-ACF1). Black horizontal bars represent median. **(F)** Same as (E) but for ACF1 overexpression (ACF1). **(G)** Same as (E) but for HP1 tethering (GAL4-HP1).

As in the case of the single-reporter system, recruitment of ACF1 resulted in a general down-regulation (median log2 fold-change = −1.24), almost comparable to HP1 (median log2 fold-change = −1.46) (Fig 2A), which served as a positive control. Expression of ACF1 lacking the GAL4DBD had a much weaker effect than its tethered counterpart (median log2 fold-change = −0.24). Interestingly, the extent of ACF1-induced repression inversely correlated with the mean expression levels of the reporters: the repressive effect was less pronounced for reporters with a high expression level (Fig 2B). A similar correlation could be also observed for the untethered ACF1 (Fig 2C). The tethered HP1 showed instead just a small correlation between down-regulation and reporter expression (Fig 2D), significantly different from GAL4-ACF1 (Fig S2D).

**Figure 2.**
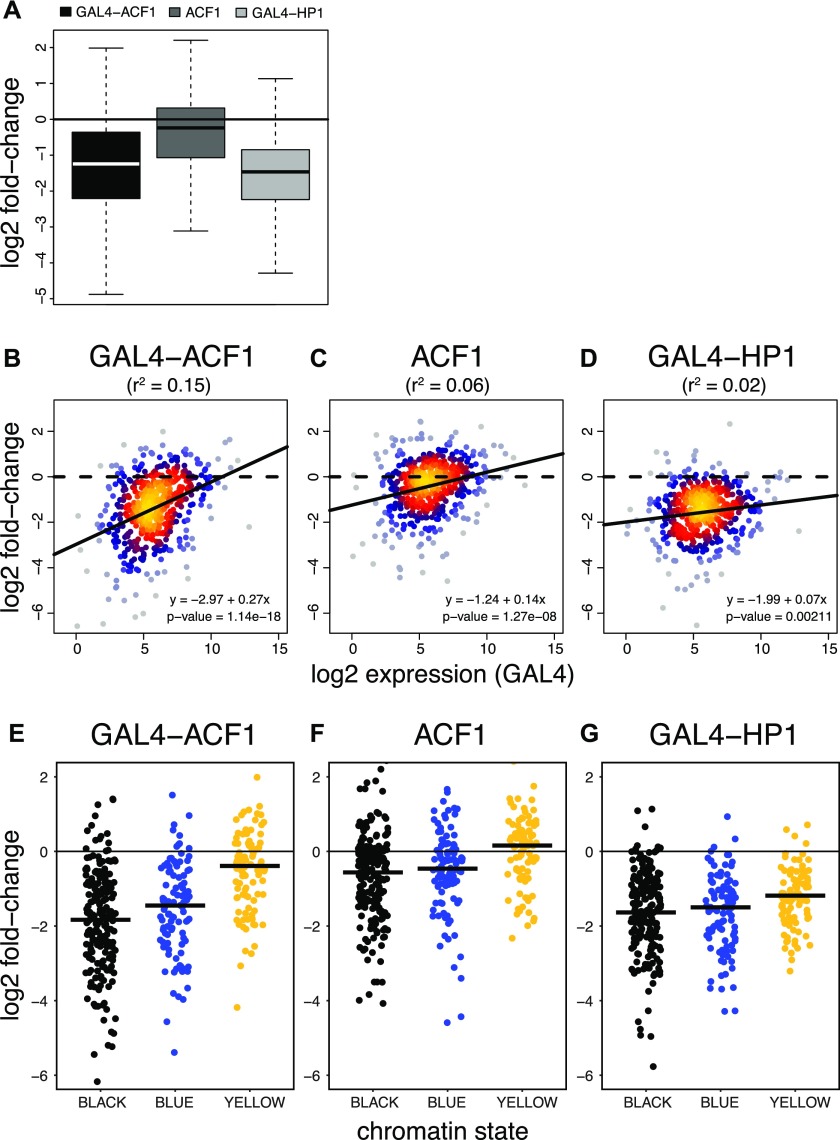
ACF1 represses multiple reporters in a context-dependent manner. **(A)** Boxplots represent log2 fold-change distribution upon ACF1 tethering (GAL4-ACF1), ACF1 overexpression (ACF1), or HP1 tethering (GAL4-HP1), compared with the control (N = 492). **(B)** Log2 fold-change for each reporter in relation to its mean log2 expression upon ACF1 tethering versus the control (GAL4-ACF1) (N = 492). Black lines represent linear regression fit. r^2^ values derived from the linear model are shown in parentheses. Equations of the regression lines are displayed in the plot. *P*-value refers to the significance of this relationship (slope). **(C)** Same as (B) but for ACF1 overexpression (ACF1). **(D)** Same as (B) but for HP1 tethering (GAL4-HP1). **(E)** Jitter plots represent the distribution of log2 fold-changes of reporters integrated in BLACK (N = 197), BLUE (N = 102), and YELLOW (N = 94) chromatin domains for the case of tethered ACF1 (GAL4-ACF1). Black horizontal bars represent median. **(F, G)** Same as (E) but for ACF1 overexpression (ACF1) and HP1 tethering (GAL4-HP1), respectively.

To explore whether the chromatin environment in which the individual reporter genes are integrated modulates ACF1-mediated repression, we referred to the five-state model of chromatin (25). In this model, YELLOW and RED represent constitutively and developmentally regulated active chromatin domains, respectively; GREEN corresponds to HP1-marked heterochromatic domains; and BLACK and BLUE correspond to inactive and polycomb-repressed domains, respectively. We added a sixth state, GRAY, to refer to reporters integrated in genomic regions not defined by any of the original five states. We found that reporters integrated in BLACK and BLUE chromatin domains are strongly repressed upon ACF1 targeting (BLACK: median log2 fold-change = −1.83; BLUE: median log2 fold-change = −1.45), whereas the ones integrated in YELLOW are only slightly affected (median log2 fold-change = −0.39) (Fig 2E). Similarly, down-regulation of reporters in RED (median log2 fold-change = −0.70) and GREEN (median log2 fold-change = −0.97) states results smaller than the one in BLACK and BLUE domains (Fig S2E). Recruitment of HP1, instead, shows a more general repressive effect compared with that of ACF1, which does not correlate with any type of chromatin (Figs 2G and S2G). Interestingly, expression of untethered ACF1 also shows a very mild context-dependent repression, reminiscent of its tethered counterpart (Figs 2F and S2F).

In summary, the tethering approach suggested that ACF1-containing remodelers have a repressive function. In contrast to repression by HP1, which served as a positive control for repression, the effect of ACF1 strongly depends on the chromatin context and is particularly robust in lowly expressed genes in overall inactive chromatin domains.

### Transcriptome analysis of *Acf*-deficient *Drosophila* embryos

The tethering experiment suggested that ACF1 may not affect gene transcription like a classical corepressor, but at a more fundamental level. However, given the artificial nature of the approach with its uncertainties about the functionality of the DBD fusion protein and the remodeling activity of the reconstituted complex, we sought to test the hypothesis of a context-dependent repressive effect of ACF1 by using a loss-of-function approach in a physiological system. A transcriptome analysis for an ACF1 deficiency has not been reported so far. Conceivably, a function of ACF/CHRAC may be best observed during early embryogenesis in *Drosophila* because ACF1 expression peaks during these stages and both CHRAC and ACF have been originally identified in embryos. Early on, embryogenesis defects had been noted for the *Acf*^*1*^ allele (18). However, this allele only deletes an N-terminal fragment of the *Acf* gene and still allows the expression of a C-terminal “stub” containing a PHD/bromo domain module that may interfere with relevant interactions. We later concluded that the more extensive deletion of the *Acf*^*7*^ allele most likely represents a clean loss of function (21). In parallel with these earlier studies, we generated a clean *Acf* gene deletion using a CRISPR/Cas9-based engineering approach (*Acf*^*C*^). Expression of ACF1 is not detectable by Western blotting in homozygous embryos for the *Acf*^*C*^ or *Acf*^*7*^ alleles (Fig S3A) (21). *Acf*^*C*^ and *Acf*^*7*^ embryos show a slightly lower hatching rate compared with their wild-type counterparts (Fig S3B; unpublished observation), but the survivors develop normally into viable and fertile flies (unpublished observation). We were concerned that *Acf*^*C*^ mutants might develop slower than wild-type embryos and hence did not rely on simple developmental stage timing for proper transcriptome comparison. Rather, we selected single embryos either before zygotic genome activation (ZGA) or after ZGA based on morphological hallmarks (Fig 3A; see the Materials and Methods section) and determined their transcriptome by RNA-seq analysis. 

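Each RNA-seq library came from 1 embryo, was depleted of rRNA and was nondirectional, so that reads from the 2 strands were not told apart. Wild-type (*OrR*) and *Acf* C embryos were collected at Bownes Stage 3 (around 1 h, before ZGA) and Bownes Stage 8 (around 4 h, after ZGA), with 6 replicates per genotype and stage. The authors mapped the reads with STAR and deposited the raw number of reads counted on each of 17370 genes in each of the 24 embryos. Of these genes, 13728 are protein-coding in the Ensembl annotation of the BDGP6 assembly and 215 are not listed in it. Before ZGA, the total counts ranged from 8534983 to 11935129 per wild-type embryo (median 9596816) and from 7450454 to 11422235 per *Acf* C embryo (median 8860311). After ZGA, they ranged from 7448149 to 9895728 in wild type (median 8539788) and from 4213692 to 11614741 in *Acf* C (median 8048149). Annotated rRNA genes held 29.4 to 40.0% of the counts before ZGA and 43.2 to 52.7% after ZGA. Protein-coding genes held between 2030997 and 7639980 counts per embryo. Among genes with at least 20 counts, embryos of the same genotype and stage differed by more than counting error, with a chi-square per degree of freedom of 2.11 to 24.4 over 60 pairs of embryos.

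For each comparison, protein-coding genes with 0 counts in at least 50% of the embryos compared were left out. The remaining counts were normalized by the TMM method and tested with the two-sided quasi-likelihood test of edgeR, separately at each stage. Genes with a Benjamini-Hochberg adjusted *P*-value under 0.1 were called differentially expressed. Expression in single embryos is given in counts-per-million (CPM) of the counts on the tested genes after TMM normalization. The study left out 1 *Acf* C embryo of Stage 3 for improper staging, which the mean counts in Table S2 identify as replicate 2. Comparisons before ZGA therefore used 6 wild-type and 5 *Acf* C embryos, and for some of them values with all 6 *Acf* C embryos are also given. The library indexes recur between replicates 1 to 3 and replicates 4 to 6 but not within either group of replicates. These 2 index sets were taken as possible library batches, and each of them holds both genotypes at both stages.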

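*Acf* (FBgn0027620) lies on chromosome arm 3R from 31793981 to 31799799 on the plus strand, where it overlaps *CG42233*. Before ZGA, *Acf* had 670 ± 28.0 CPM (SD, n = 6) in wild-type embryos and 127 ± 14.2 (SD, n = 5) in *Acf* C embryos. The log2 fold change was −2.40 (standard error 0.0698, adjusted p = 2.1e-10 from the edgeR test). After ZGA, *Acf* had 478 ± 12.1 CPM (SD, n = 6) in wild type and 49.8 ± 10.0 (SD, n = 6) in *Acf* C, a log2 fold change of −3.25 (standard error 0.115, adjusted p = 3.71e-10 from the same test). These values rest on 3445 to 4986 reads per wild-type embryo and 567 to 945 per *Acf* C embryo before ZGA, and on 1695 to 2294 and 81 to 375 reads after ZGA. At both stages and within both index sets, every *Acf* C embryo lay below every wild-type embryo. With each embryo left out in turn, the log2 fold change stayed between −2.44 and −2.35 before ZGA and between −3.35 and −3.20 after ZGA. The *Acf* C replicate 2 embryo of Stage 3 had 144 CPM of *Acf* from 837 reads, and the log2 fold change with all 6 *Acf* C embryos was −2.37 (adjusted p = 5.34e-11 from the edgeR test). The paper's reported log2 fold changes in Table S2 are −2.40 before ZGA and −3.24 after ZGA.

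**Figure D1:**
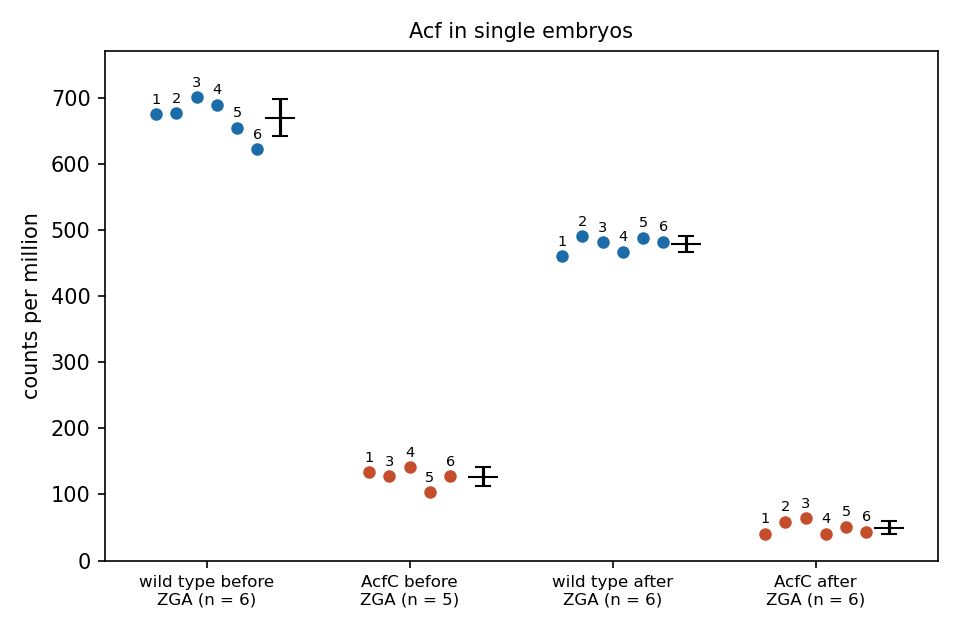
CPM of *Acf* (vertical axis) in single embryos of both genotypes before and after ZGA. Each point is 1 embryo numbered by its replicate, and the bar beside each group gives the mean ± SD. The *Acf* C embryos sit between 103 and 141 CPM before ZGA and between 40.4 and 64.2 after ZGA, all below the wild-type embryos of the same stage.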

Principal component analysis (PCA) showed no strong differences between *Acf*^*C*^ and wild type in both developmental stages (Fig 3B) with clear transition from the maternal to the zygotic RNA pool (Fig S3C and Table S1). 

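PCA was computed on log2 normalized counts, with 1 added to each count, of the 1218 genes between the 85th and 99th percentiles of variance across 23 embryos. PC1 held 94.3% of the variance and PC2 held 1.04%. On PC1, the nearest embryos of the 2 stages lay 177 units apart. Before ZGA, the mean PC1 score was 98.6 ± 5.92 (SD, n = 5) in *Acf* C and 103 ± 4.29 (SD, n = 6) in wild type, which did not separate the genotypes (exact permutation test over 462 splits, two-sided, p = 0.177, adjusted over the 4 tests p = 0.236). After ZGA, it was −95.4 ± 4.80 (SD, n = 6) in *Acf* C and −89.9 ± 2.05 (SD, n = 6) in wild type (exact permutation test over 924 splits, p = 0.0368, adjusted p = 0.147). PC2 did not separate the genotypes before ZGA (exact permutation test, p = 0.104, adjusted p = 0.208) or after ZGA (exact p = 0.812 before and after adjustment). Within the first and the second index set, the difference in mean PC1 between *Acf* C and wild type was −4.65 and −4.44 before ZGA and −3.29 and −7.72 after ZGA. For PC2 these differences were −9.82 and −18.0 before ZGA, and −1.64 and 4.46 after ZGA. When the *Acf* C replicate 2 embryo of Stage 3 was included, PC1 held 94.0% of the variance. The choice of genes moved the share most, to 89.2% when all genes that passed the filter were used.

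When each stage was analysed on its own, over the 5775 genes before ZGA and the 5401 genes after ZGA with a mean of at least 50 normalized counts, PC1 held 45.1% and 25.9% of the variance. The mean PC1 scores then differed between genotypes at each stage (exact permutation test, two-sided, unadjusted p = 0.00649 for both), but single embryos overlapped. Before ZGA, wild-type replicate 3 (−3.85) lay below *Acf* C replicate 3 (−3.74). After ZGA, *Acf* C replicates 3 and 4 (2.24 and 2.3) lay above wild-type replicate 2 (1.34). The *Acf* C replicates 5 and 6 lay farthest from 0 there (−23.2 and −23).

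In wild type, 7136 of 8103 genes tested (88.1%) differed between Stage 3 and Stage 8 (6 embryos each), with 3930 higher and 3206 lower after ZGA. Of these, 2571 rose and 1979 fell by more than 1 on the log2 scale. Without spike-in counts, the directions in both genotypes are relative to the TMM scaling and not to the amount of RNA per embryo. In *Acf* C, 7617 of 8836 genes tested (86.2%) differed between 5 embryos of Stage 3 and 6 of Stage 8, with 4550 higher and 3067 lower, and 7222 differed when all 6 embryos of Stage 3 were used. The filter left out genes with 0 counts in all 6 Stage 3 embryos of wild type. In *Acf* C it kept genes with 0 counts in all 5 Stage 3 embryos if every Stage 8 embryo had counts. The numbers of the 2 genotypes thus rest on unlike gene sets. Without 1 wild-type Stage 3 embryo in turn, 7729 to 7822 genes differed in wild type. Without 1 *Acf* C Stage 8 embryo in turn, 6760 to 6886 differed in *Acf* C. Among the 7956 genes tested in both genotypes, 6484 changed in both and 6460 of these changed in the same direction. Across these 7956 genes, which are not independent replicates, the Pearson correlation of the log2 fold changes of the 2 genotypes was 0.973.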

Differential gene expression analysis revealed a relatively small number of genes significantly affected by ACF1 loss at both stages (Fig 3C and D, and Table S2), but without a clear direction (activation or repression) and without a uniquely defined gene ontology enrichment (Fig S3D).

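Before ZGA, 877 of the 7303 genes tested (12.0%) differed between *Acf* C (5 embryos) and wild type (6 embryos). Of these, 464 were higher and 413 lower in *Acf* C, and the median size of their log2 fold changes was 0.37. After ZGA, 404 of 9448 genes (4.28%) differed between 6 embryos of each genotype, 210 higher and 194 lower, with a median size of 0.69. The log2 fold change exceeded 1 in either direction for 198 of the genes before ZGA and 147 of those after ZGA. The biological coefficient of variation between embryos was 0.112 before ZGA and 0.206 after ZGA. With all 6 *Acf* C embryos of Stage 3, 1341 genes differed, 736 higher and 605 lower. Among the fits that each left out one embryo, the count before ZGA moved most, to 1842, without wild-type replicate 3. After ZGA it moved most, to 950, in one fit of all 4 groups with a shared dispersion estimate. Within the first index set, 52 genes differed before ZGA and 51 after ZGA. Within the second index set, 943 and 2 genes differed. Among the 7142 genes tested at both stages, 86 were called at both, and 76 of these changed in the same direction (38 higher and 38 lower in *Acf* C). This overlap exceeded the one expected from the 854 and 339 genes called (odds ratio 2.67, Fisher's exact test, two-sided, p = 3.35e-12, across genes, which are not independent).

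Among the remodeler subunits named in the paper, *Iswi* (FBgn0011604, 2R from 12636671 to 12640628) had 401 ± 22.0 CPM in *Acf* C (SD, n = 5) and 353 ± 22.3 in wild type (SD, n = 6) before ZGA. This was a log2 fold change of 0.19 (standard error 0.0511, edgeR adjusted p = 0.0442), which was not called when *Acf* C replicate 1 was left out (adjusted p = 0.121). After ZGA the *Iswi* log2 fold change was 0.12 (adjusted p = 0.207 over all genes tested). *Chrac-14* and *Chrac-16* were not called at either stage, with log2 fold changes of 0.13 and 0.024 before ZGA, and of −0.048 and −0.00074 after ZGA. With adjustment over the 6 tested genes of a list fixed beforehand (these 4 and the sex markers *Sxl* and *msl-2*), *Acf* and *Iswi* were called at both stages.

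The other genes were taken as the 3 largest changes per stage and direction for which no *Acf* C embryo overlapped a wild-type embryo, with a mean of at least 10 normalized counts. Before ZGA, the named genes that rose were *kek1*, *CG34353* and *cry*, not ranked here as *kek1* was near 0 in wild type. *kek1* (FBgn0015399, 2L from 12817000 to 12822787) had at most 2 counts in any wild-type embryo and was at least 11.8-fold higher in *Acf* C (edgeR adjusted p = 0.000825). *CG34353* (FBgn0085382, 3R from 27767966 to 27905843) rose from 1.00 ± 1.06 CPM (SD, n = 6) to 33.6 ± 17.3 (SD, n = 5), a log2 fold change of 5.05 (standard error 0.552, edgeR adjusted p = 0.000132). Its span overlaps *CG12426*, *Or98P* and *Or98a*. *cry* (FBgn0025680, 3R from 19212154 to 19215442), which overlaps *vib*, had a log2 fold change of 4.14 (standard error 0.436). The named genes that fell were *stops*, *modSP* and *CG2861*, also not ranked. *stops* (FBgn0086704, 3R from 31158156 to 31169106) lies 0.63 Mb from *Acf* and overlaps *Gycbeta100B*. It had at most 1 count in any *Acf* C embryo and was at least 5.67-fold lower (edgeR adjusted p = 0.000229). *modSP* (FBgn0051217) and *CG2861* (FBgn0029728) had log2 fold changes of −4.30 and −3.71. With all 6 *Acf* C embryos, the log2 fold changes of *CG34353*, *cry*, *modSP* and *CG2861* were 5.24, 4.08, −3.80 and −3.91.

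After ZGA, *CG34353* rose from 0.697 ± 0.463 to 17.2 ± 11.1 CPM (SD, n = 6 each), a log2 fold change of 4.63 (standard error 0.545, edgeR adjusted p = 0.000808). *jdp* (FBgn0027654, 3R from 30517059 to 30527037) lies 1.27 Mb from *Acf* and was at least 6.51-fold higher in *Acf* C (edgeR adjusted p = 0.00257). *stops*, which fell before ZGA, was at least 7.40-fold higher after ZGA (edgeR adjusted p = 0.00139). In wild type *jdp* and *stops* had at most 3 counts per embryo. Apart from *Acf* itself, the largest falls were those of *CG1503* (FBgn0031157, log2 fold change −3.11, standard error 0.475) and *CG31517* (FBgn0047199, log2 fold change −1.96, standard error 0.371), which overlaps *CG9926*. *Acf*, *stops*, *jdp*, *CG34353*, *cry*, *modSP* and *CG31517* all lie on 3R.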

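The paper's list of genes that change between Stage 3 and Stage 8 counts 8106 genes in wild type and 7878 in *Acf* C. For each genotype, 1999 of the listed genes were compared with the edgeR calls. Of the listed genes, 1720 in wild type and 1919 in *Acf* C were among the protein-coding genes tested. The edgeR test called 1658 of the 1720 genes and 1877 of the 1919 genes, with the listed direction of change.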

Table S1 Excel spreadsheet listing all the differentially expressed genes (q-value < 0.1) between Stages 3 and 8 for *Acf^C^* and wild-type genotypes separately.

Table S2 Excel spreadsheet listing all the differentially expressed genes (q-value < 0.1) between *Acf*^*C*^ and wild type before and after ZGA.

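The paper lists 1085 genes before ZGA (606 higher and 479 lower in *Acf* C) and 658 after ZGA (366 higher and 292 lower). Of these, 1057 and 641 were among the genes tested. Before ZGA, 840 of the 877 genes called by edgeR (95.8%) were also listed by the paper. After ZGA, 391 of the 404 genes (96.8%) were. All shared genes changed in the listed direction. The 217 listed genes before ZGA and the 250 after ZGA that were tested but not called by edgeR all had a log2 fold change in the listed direction. When DESeq2, the tool named in the methods, was used on the same genes and embryos, it called 1062 genes before ZGA (593 higher and 469 lower) and 653 after ZGA (356 higher and 297 lower), and 1054 and 640 of these were listed.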

**Figure S3.**
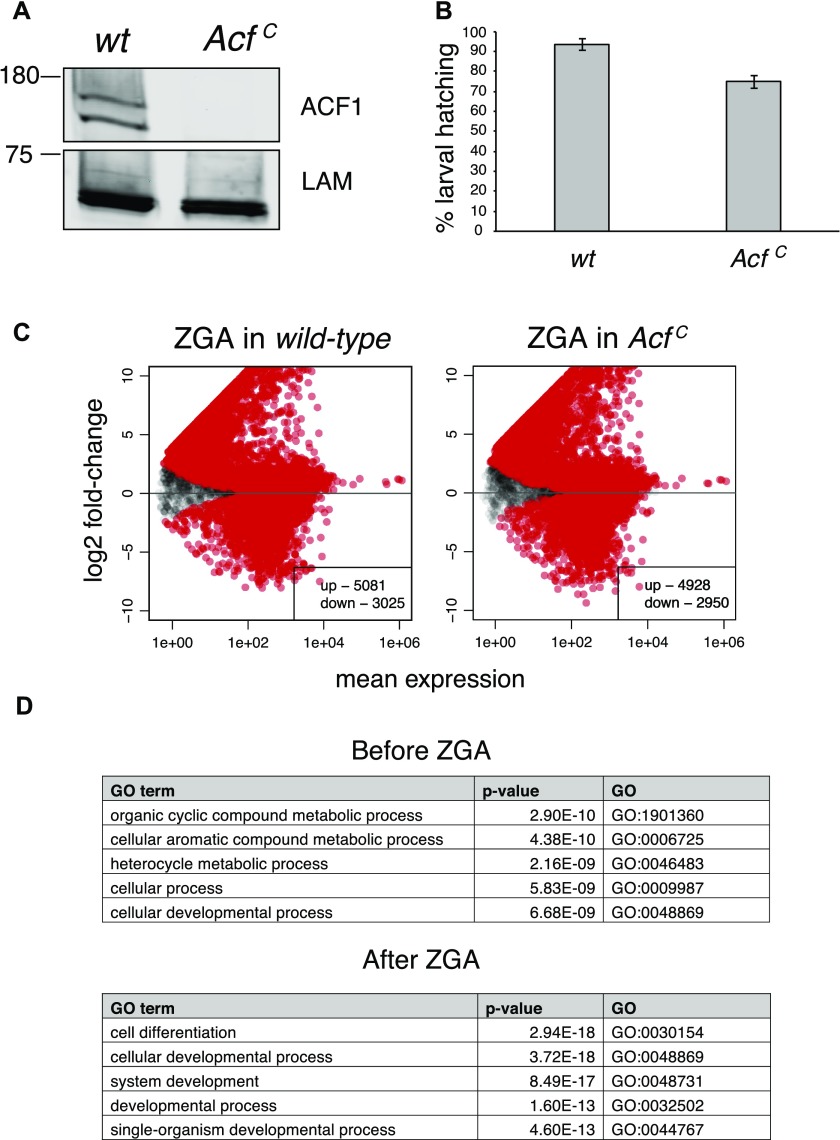
**(A)** Western blot probing nuclear extract from wild-type (*wt*) and the newly generated ACF1 mutant (*Acf*^*C*^) embryos (0–16 h). No ACF1 was detected in mutant tissue using the antibody against ACF1. Lamin (LAM) serves as a loading control. **(B)** Comparison of larval hatching rate between wild-type (*wt*) and *Acf*^*C*^. Bars represent average % larval hatching (n = 3 biological replicates of N > 47 embryos each) ± SEM. **(C)** Differential gene expression analysis of coding genes from RNA-seq data. Wild-type (left panel) and *Acf*^*C*^ (right panel) transcriptomes were separately analyzed to assess gene expression changes during maternal to zygotic transition. Scatter plots represent log2 fold-change for each gene between the two different developmental stages in relation to its mean expression (mean of normalized counts) (N = 9,235 for wild type, N = 9,163 for *Acf*^*C*^). Red dots represent statistically significant (q-value < 0.1) up- or down-regulated genes. **(D)** Gene ontology analysis of statistically significant (q-value < 0.1) up- or down-regulated genes in *Acf*^*C*^ compared to wild-type in the two developmental stages. Top five gene ontology terms are displayed.

**Figure 3.**
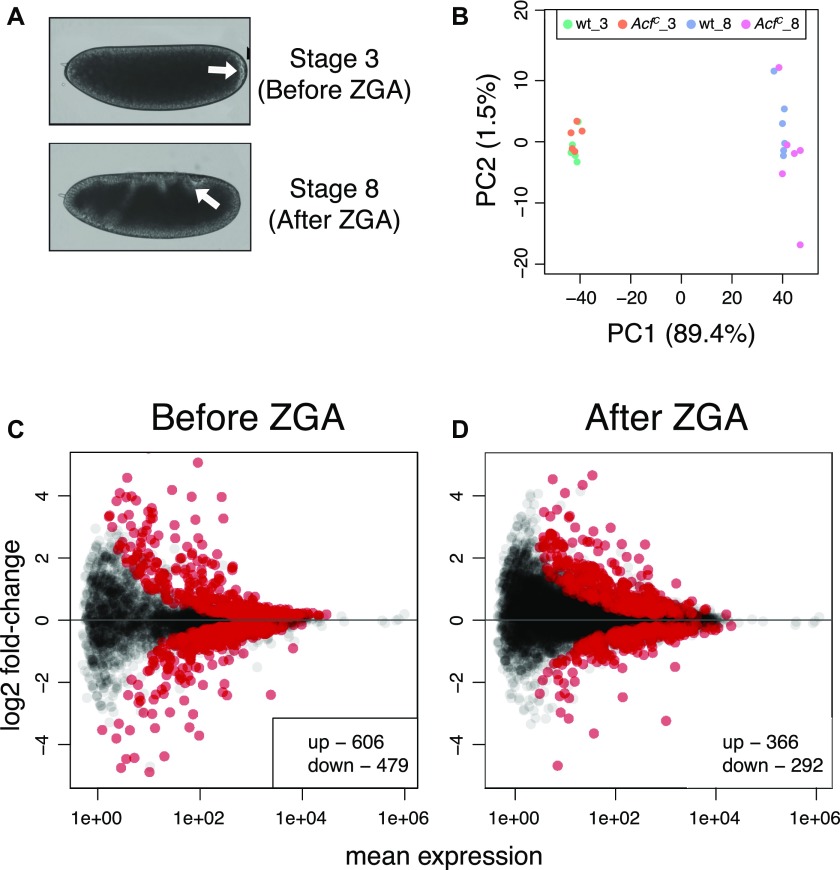
ACF1 loss perturbs gene expression in early embryos. **(A)** Embryo stages selected for transcriptome analysis. In Bownes Stage 3, zygotic transcription is not established yet. Bownes Stage 8 shows robust zygotic transcription. Arrows highlight morphological features of the corresponding stages (appearance of pole cells in Stage 3 and germ band elongation in Stage 8). **(B)** PCA of single-embryo transcriptomes. Each dot represents a single replicate for the corresponding genotype/condition. _3 and _8 indicate embryos before and after ZGA, respectively. **(C)** Differential gene expression analysis of coding genes from RNA-seq data. Wild-type and *Acf^C^* transcriptomes were compared before ZGA (N = 7,585). Scatter plots represent log2 fold-change of *Acf^C^* over wild type for each gene in relation to its mean expression (mean of normalized counts). Red dots represent significant (q-value < 0.1) up- or down-regulated genes. **(D)**. Same as (C) but after ZGA (N = 10,088).

### Deletion of the *Acf* gene leads to relaxation of the repressive ground state of chromatin in early embryos

The relatively small number of differentially expressed genes upon *Acf* deletion may be explained by functional redundancy with other remodelers. However, the observation of context-dependent effects of ACF1 tethering prompted us to relate the transcription effects in embryos to the chromatin state of genes and to their transcriptional activity.

Evaluating the differences between *Acf*^*C*^ and wild-type embryos in the context of the five-state model of chromatin organization, we observed a small increase in expression of genes in inactive BLACK and BLUE chromatin domains in *Acf*-deficient embryos. In contrast, genes in the YELLOW domains (Fig 4A) and in GREEN or RED chromatin (Fig S4A) were largely unaffected by the loss of ACF1. We correlated our data with the modENCODE histone modification data (26) that had been obtained from 2- to 4-h embryos, very close to the zygotic stage analyzed in our study. The derepression of transcription upon ACF1 loss correlates with the absence of defined chromatin marks (BLACK), with the presence of H3K27me3 (BLUE), and with the absence of H3K36me3 (YELLOW) (Fig S4B, top panels). No clear correlation was observed for H3K9me3 (GREEN) or H3K4me3 (RED) (Fig S4B, bottom panels). The ACF1-dependent effect was most pronounced for lowly expressed genes, not only in the BLACK and BLUE domains but also in active YELLOW chromatin (Fig 4B). Indeed, the extent of derepression in *Acf* mutant embryos correlates generally with low expression levels, regardless of the chromatin domain a gene resides in (Fig 4C).

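For the 9448 genes tested after ZGA, the log2 fold change of *Acf* C over wild type was compared with the mean normalized count over all 12 embryos. A local regression (loess) gave a log2 fold change of 0.28 at a log2 mean count of 1, 0.26 at 2, 0.071 at 5, −0.0085 at 8 and −0.0094 at 10. The Spearman correlation of log2 fold change with mean count was −0.162 across genes, which are not independent replicates. When the genes were split into 4 expression quartiles of 2362 genes each, quartile 1 held mean counts of 0.533 to 10.3 and had a median log2 fold change of 0.24. The jackknife standard error of this median over the 12 embryos was 0.131, and leaving out each embryo in turn gave 0.17 to 0.30. In quartile 1, 63.1% of the genes had a positive log2 fold change. The medians of quartiles 2 to 4 were 0.020, −0.020 and −0.0072, with 52.5%, 45.5% and 48.1% of the genes positive. Of the 404 genes called after ZGA, 43 fell in quartile 1 (31 higher and 12 lower in *Acf* C), 111 in quartile 2 (74 and 37), 116 in quartile 3 (45 and 71) and 134 in quartile 4 (60 and 74). The filter on low counts moved the median of quartile 1 most. Without a filter it was 0.48, and with the filterByExpr function of edgeR, which removes more of the lowly expressed genes, it was 0.036. Ranking the genes by the mean over the wild-type embryos alone gave 0.31, and ranking them by the mean over the *Acf* C embryos alone gave 0.16. Within the first index set (3 embryos per genotype) the median was 0.093, and within the second it was 0.41.

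Before ZGA the medians of quartiles 1 to 4 were 0.011, −0.055, −0.0070 and 0.031, and with all 6 *Acf* C embryos of Stage 3 they were 0.045, −0.054, −0.0021 and 0.039. The loess curve before ZGA was at 0.13 for a log2 mean count of 1 and at −0.055 for 8, with a Spearman correlation of 0.0828 across 7303 genes. Of the called genes, 114 of 222 were higher in *Acf* C in quartile 1, 74 of 212 in quartile 2, 81 of 190 in quartile 3 and 195 of 253 in quartile 4.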

**Figure 4.**
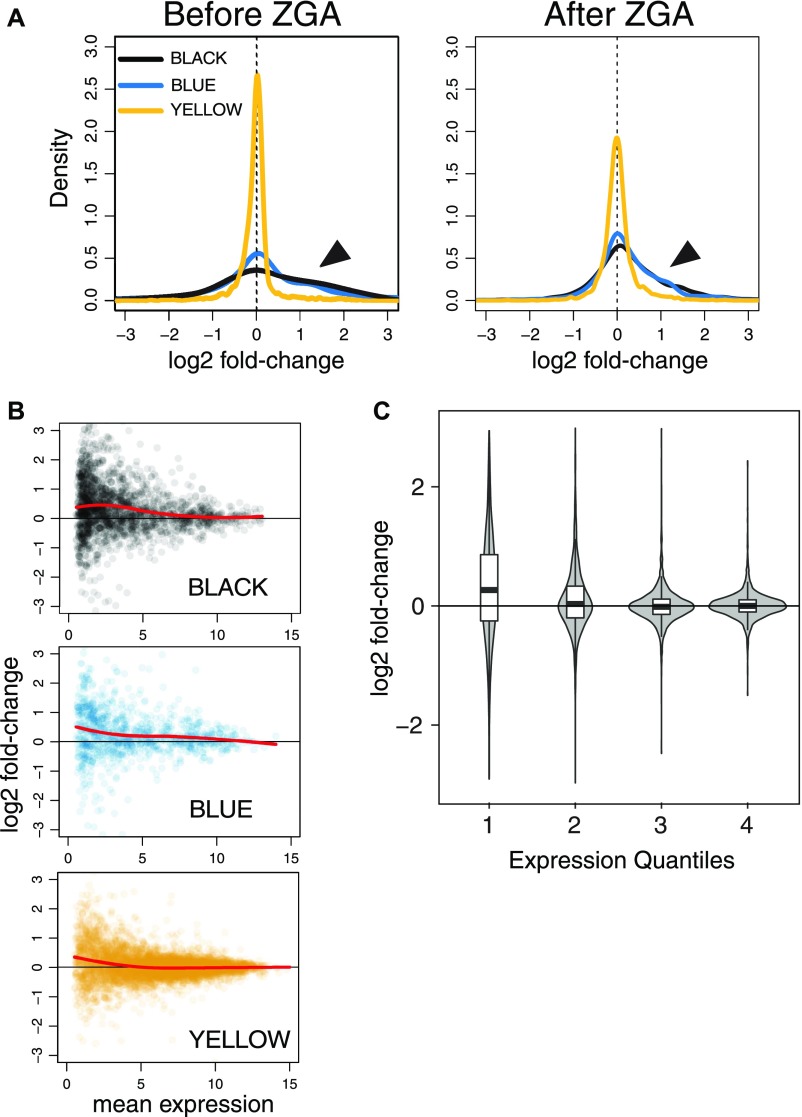
Loss of ACF1 affects transcription prominently in inactive chromatin. **(A)** Comparison of wild-type and *Acf^C^* transcriptomes in relation to the five-state chromatin model. Plots represent the distribution of log2 fold-changes for genes belonging to the YELLOW, BLUE, and BLACK chromatin domains before and after ZGA. Arrows indicate the differences between BLACK/BLUE and YELLOW. **(B)** Each scatter plot represents log2 fold-change for each gene of the indicated chromatin state in relation to its mean expression (after ZGA only). Colors match the chromatin domains as described in the five-state model. Red lines represent local regression fit. **(C)** Violin plots represent log2 fold-change distributions for each given expression quartile (after ZGA only), regardless of the chromatin state. Boxplots are overlapped to show median values.

**Figure S4.**
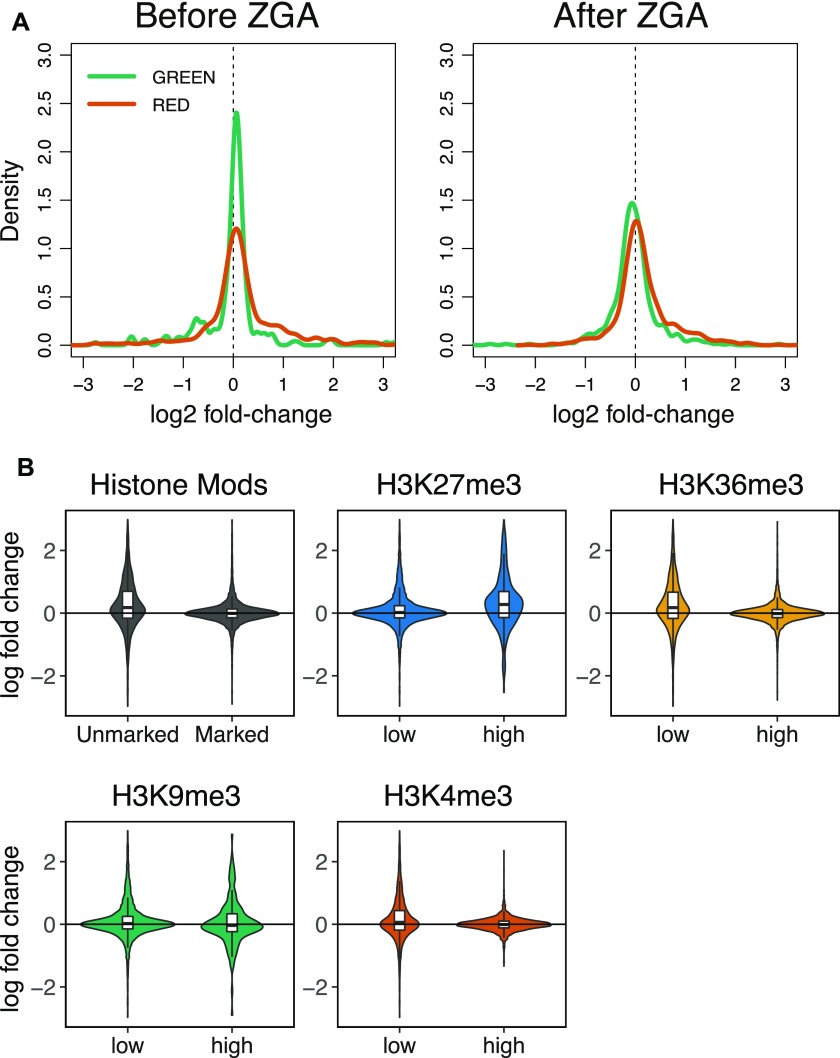
**(A)** Comparison of wild-type and *Acf*^*C*^ transcriptomes in relation to the chromatin five-state model. Plots represent the distribution of log2 fold-changes for genes belonging to the GREEN and RED chromatin domains before or after ZGA. **(B)** Violin plots represent the distribution of log2 fold-changes for genes belonging to genomic regions marked or unmarked by the histone marks analyzed (top left panel, Histone Mods), or to genomic regions with high or low occupancy of H3K27me3, H3K36me3, H3K9me3, and H3K4me3 (remaining panels). Boxplots are overlapped to show median values.

We conclude that loss of ACF1 leads to a widespread derepression of genes that are characterized by low levels of transcription in wild type. This supports our earlier conclusion derived from the ACF1 tethering experiments.

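With 1 value per embryo, the genes of expression quartile 1 after ZGA together held 2477 ± 545 CPM in *Acf* C (SD, n = 6) and 2101 ± 217 in wild type (SD, n = 6). The ratio of the means was 1.18, and the difference of 376 CPM was not larger than the spread between embryos (exact permutation test over 924 splits, two-sided, p = 0.169, adjusted over the 8 tests of 4 quartiles at both stages p = 0.338). The *Acf* C embryos 1 to 6 had 2000, 2336, 2354, 1918, 2954 and 3303 CPM on these genes. The highest value of a wild-type embryo was 2289, so that 4 of the 6 *Acf* C embryos lay above every wild-type embryo and the other 2 lay below the wild-type mean. Within the first index set the means were 2230 in *Acf* C and 2127 in wild type, and within the second they were 2725 and 2075. When labels were permuted within index sets only, the exact p was 0.19. Without *Acf* C replicate 4, which had the smallest library, the difference was 463 CPM (exact permutation test, unadjusted p = 0.0455). Among the fits that each left out one embryo, this was the largest difference and the lowest p. Before ZGA the quartile 1 genes held 5875 ± 442 CPM in *Acf* C (SD, n = 5) and 6021 ± 320 in wild type (SD, n = 6; exact permutation test, p = 0.576). From the relation of the fold changes to expression level (Fig 4B and C) and the small rise of genes in BLACK and BLUE chromatin (Fig 4A), the paper concludes that many genes with little transcription are released from repression when ACF1 is lost.

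**Figure D2:**
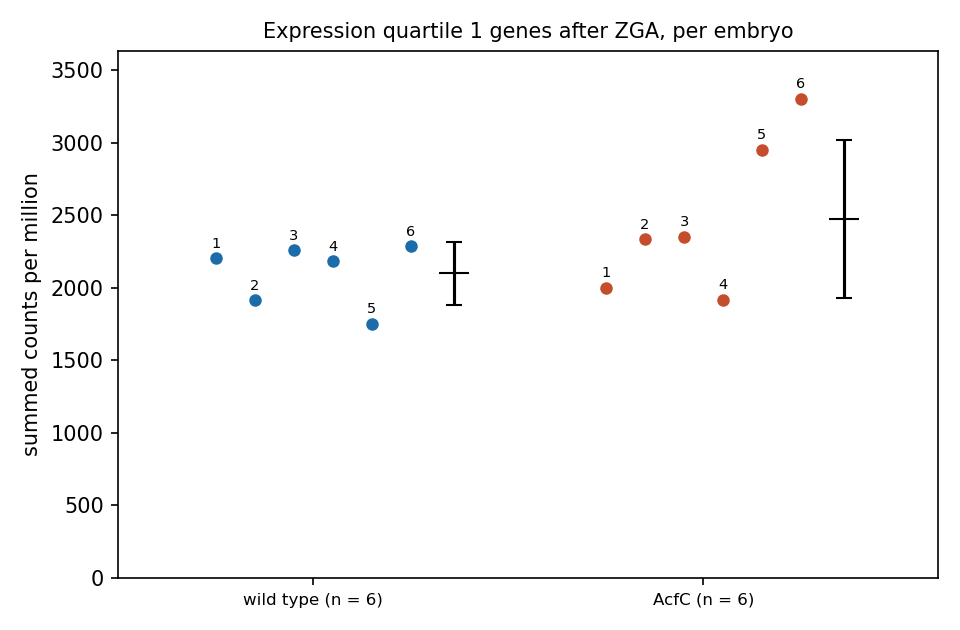
Summed CPM on the expression quartile 1 genes after ZGA (vertical axis) in single wild-type and *Acf* C embryos. Each point is 1 embryo numbered by its replicate, and the bar beside each group gives the mean ± SD. The *Acf* C embryos range from 1918 to 3303 and the wild-type embryos from 1753 to 2289, with *Acf* C replicates 5 and 6 the highest.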

### CHRAC/ACF repress inactive chromatin by maintaining nucleosome regularity

Nucleosome sliding by CHRAC/ACF improves the regularity of nucleosome arrays in vitro and hence optimizes the packaging of DNA. Lack of nucleosome spacing activity in vivo leads to irregular chromatin, which may explain the observed derepression phenotype in *Acf* mutants. To test this hypothesis, we analyzed high-quality nucleosome occupancy maps obtained from wild-type and *Acf*^*7*^ embryos (27 *Preprint*) and assessed global chromatin regularity by applying an autocorrelation function to the nucleosome dyad density patterns. Briefly, the function calculates the correlation between nucleosome dyad signals in an array of nucleosomes with a stepwise-shifted copy of itself. The calculated correlation coefficients for each shift (lag) are then plotted as a function of the shift (lag) length. Autocorrelation has previously been applied to score nucleosome repeat lengths (28) and promoter architecture (29). Applied to nucleosome maps, the analysis reveals periodic oscillations, in which the amplitude and the decay rate provide information about regularity, whereas the maxima reveal the distance between adjacent nucleosomes. For *Acf*^*7*^ embryos, the analysis documents a genome-wide decay of autocorrelation amplitude together with a trend toward increased nucleosome repeat length (wild type = 188.4 ± 0.7 bp, *Acf*^*7*^ = 195.3 ± 1.5 bp) (Fig 5A). Evidently, loss of ACF1 globally affects the regularity and spacing of nucleosome arrays. To determine whether this global trend applied to the five chromatin states, the autocorrelation analysis was repeated for each of the chromatin domains. First, we found a dampening of the autocorrelation function upon ACF1 loss in the BLACK and BLUE inactive domains, which was not evident for the YELLOW active domains (Fig 5B–D). Second, we found a context-dependent increase in nucleosome repeat length in BLACK (wild type = 192.6 ± 0.5 bp, *Acf*^*7*^ = 206.0 ± 0.6 bp) and BLUE (wild type = 192.2 ± 0.6 bp, *Acf*^*7*^ = 201.0 ± 2.5 bp) but not in YELLOW (wild type = 182.0 ± 0.5 bp, *Acf*^*7*^ = 184.0 ± 1.2 bp) domains.

**Figure 5.**
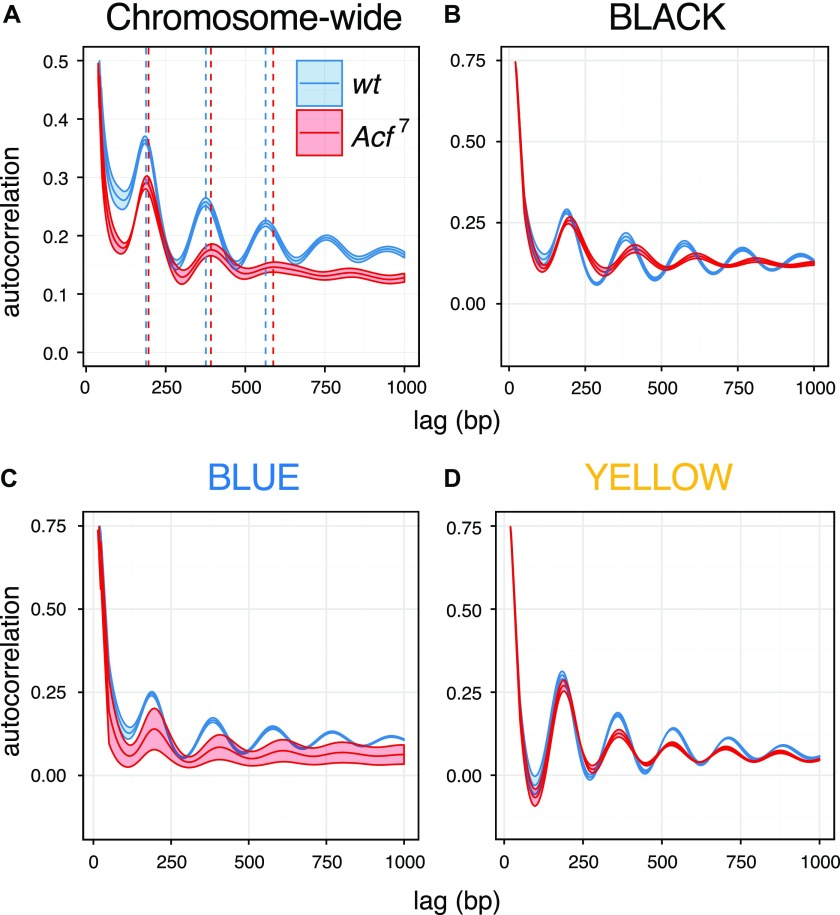
Global and context-dependent decrease in nucleosome regularity as a consequence of ACF1 loss. **(A)** Changes in nucleosome periodicity on chromosomes 2 and 3 are estimated using the autocorrelation function. The correlation coefficients for the nucleosome occupancy values are plotted against the relative shifts (lag). The mean and SEM of replicate samples (n = 5 for wt and n = 3 for *Acf^7^*) are displayed. Dashed lines indicate the centers of nucleosome positions derived from the autocorrelation peaks. **(B)** Changes in nucleosome periodicity in BLACK chromatin domains estimated by the autocorrelation function. The mean and SEM of replicate samples are displayed. **(C, D)** Same as (B) but for BLUE and YELLOW chromatin domains, respectively.

The correlation between the decay of physiological chromatin regularity and derepression of transcription in *Acf* mutant embryos suggests that the reduced stringency of DNA packaging in the absence of prominent spacing factors perturbs the repressed ground state of the genome installed by nucleosome arrays.

## Discussion

CHRAC was identified two decades ago following a biochemical activity that increased the accessibility of DNA in in vitro assembled chromatin (1). Further characterization revealed that CHRAC did not destroy chromatin, but, to the contrary, improved the regularity of nucleosome fibers, identifying a first nucleosome spacing factor. This conundrum was resolved by the discovery that ISWI-containing remodeling factors catalyze nucleosome sliding (6). ACF, which slides nucleosomes such as CHRAC, was originally purified searching for chromatin assembly factors (17, 30). The first genetic analyses of *Acf* deficiencies highlighted defects in pericentric heterochromatin and suppression of variegation, supporting the idea that both “higher order” chromatin structures and gene silencing rely on proper chromatin organization (18, 19). To date, however, a systematic assessment of the contribution of ACF1-containing remodelers to transcription has not been performed.

Our current study now clarifies this open issue. In our experimental design, we avoided several potential pitfalls. (i) We used clear *Acf* gene deletion with a clean null phenotype. Previous studies used *Acf*^*1*^ and *Acf*^*2*^ alleles that were later shown to yield oogenesis phenotypes that were clearly distinct from true loss-of-function phenotypes (21). (ii) To assure that the transcriptome analysis was not flawed by a delay in the development of mutant embryos, we hand-selected mutant and wild-type embryos of matched age and determined their transcriptomes individually. (iii) We used two orthogonal approaches, each avoiding the technical or conceptual shortcomings of the other.

Although we could confirm a function of CHRAC/ACF in gene silencing, the extent of transcriptional repression scored in our tethering system was much stronger compared to the one in developing embryos. However, the consequences of the genetic deficiency may be masked by functional redundancy. For example, the ISWI-containing RSF remodeling complex (31, 32) possesses similar nucleosome assembly and spacing activities as CHRAC/ACF. The targeting of ACF1 via an ectopic DNA-binding domain is expected to locally increase the ACF1 concentration around the tethering site, allowing effects to be scored above the background activities of endogenous factors. Regardless of magnitude, both types of experiments yielded highly complementary results.

The high-throughput targeting system we employed has previously been validated for HP1 (24), a well-known repressor, which provided an important benchmark. The repression induced by ACF1 recruitment was of the same order of magnitude as the effect of HP1 tethering determined in parallel. However, the repression mediated by targeted ACF1 was strongly modulated by the chromatin environment, with an obvious effect in overall inactive chromatin domains and lowly expressed genes. Nucleosome remodelers can work if tethered (33), but given the dynamic nature of DNA interactions observed with most transcription factors, we think that the tethering rather increased the local concentration of the factor around the UAS^Gal^ site. In support of this notion, the overexpression of ACF1 lacking a DNA-binding domain had a similar effect, but milder. Importantly, the selective effect of ACF1 on poorly transcribed genes was similar, whether the ACF1 concentrations were increased globally or locally. This context dependence of CHRAC/ACF repression was confirmed by studying *Acf* deficiency in developing embryos.

Notwithstanding possible functional redundancies, we detected a major and global impact of ACF1 on physiological nucleosome regularity by applying an autocorrelation function to genome-wide nucleosome dyad maps. The impact of ACF1 depletion was more evident for inactive chromatin domains, establishing a clear correlation between the extent of physiological chromatin regularity and general repression, which we suggest is of a causal nature.

Various ISWI-type nucleosome sliding factors have very different functions. NURF (30, 34), for example, is recruited by sequence-specific transcription factors to promoters of certain gene classes, where it serves as a coactivator (35). CHRAC/ACF, in contrast, are most likely not targeted to promoters and enhancers (22). Conceivably, these remodelers might establish the regularity of the nucleosome fiber in the context of replication (19, 36) and/or DNA repair (37, 38) and may exert a general “surveillance” function in search for gaps in the nucleosome array to be closed. We propose that their action establishes a repressive ground state of chromatin, rendering the genome inaccessible through optimal nucleosome packaging. Any further regulation, such as the specific activation of genes by recruitment of histone modifiers and more dedicated remodelers as well as the targeting of silencing machineries, happens on top of the general naive infrastructure provided by regular nucleosome arrays. In support of this idea, *Acf* depletion did not significantly affect the expression of transposable elements (unpublished observation), which are silenced through heterochromatinization. CHRAC/ACF and related factors are to be considered the caretakers of this genomic infrastructure. Their important and global role in generating a basal level of genome-wide repression can only be appreciated in regions that are devoid of all other, more potent, targeted and specific regulatory mechanisms.

## Materials and Methods

### *Drosophila* strains and genetics

The ACF1-GAL4 fusion constructs were generated by recombineering (39). Briefly, a fosmid containing the genomic region of *Acf* (pflyfos021945) was recombined in *Escherichia coli* with a combinatorial tag cassette consisting of 2x-TY1-GAL4DBD(1-147)-3XFLAG to tag ACF1 either at its N-terminus or its C-terminus, or to entirely replace its coding sequence to serve as a control. Fosmids were inserted into attp40 (*yw*; attP40, locus 25C7, chr2L) (Genetic Services Inc.) to generate fly lines with ACF1 transgenes in chromosome 2L. The mosaic F0 generation was crossed with *w1118* and progeny flies from generation F1 onward were screened for dsRed phenotype (red eye fluorescence). Homozygous stocks were established by tracking eye fluorescence and the expression of ACF1 constructs was confirmed by Western blotting. ACF1-GAL4 transgenic flies were crossed to N1 flies (containing the *UAS-LacZ-mini-white* reporter (23)), to generate the final tethering system. The *Acf*^*7*^ allele had been described earlier (21). It contains a deletion of most of the *Acf1* coding sequences and, to the best of our knowledge, corresponds to a loss-of-function phenotype.

### Generation of the *Acf*^*C*^ mutant allele

Predicted single guide RNA (sgRNA) targeting sequences for 5′ and 3′ ends of ACF1 were obtained from the Zhang lab CRISPR resource (a total eight for 5′ end and four for 3′ end) (http://crispr.mit.edu/). The 20-bp targeting sequences were inserted into the framework of primer-1 (5′-TAATACGACTCACTATAG-(targeting sequence)-GTTTTAGAGCTAGAAATAGC-3′) in the 5′ to 3′ direction. Using a scaffold primer (5′-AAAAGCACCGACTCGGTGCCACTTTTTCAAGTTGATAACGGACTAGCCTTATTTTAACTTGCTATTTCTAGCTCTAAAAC-3′) and a universal reverse primer (5′-AAAAGCACCGACTCGGTGCC-3′), a final DNA was assembled for in vitro transcription by PCR. The PCR product was purified using the GeneElute PCR cleanup kit (Sigma, Cat. No. NA1020). In vitro transcription was performed using the T7 MEGAshortscript kit (Ambion, Cat. No. AM1354) and purified RNA was assessed by agarose gel electrophoresis.

Efficiency of the RNA-mediated cleavage was assessed by transfecting 1 μg sgRNA to 7 × 10^5^/ml SL2 cells (clone Hgr14 stably expressing Cas9) (40) in 2 ml final volume (24-well plate). Genomic DNA was prepared after 48 h. An ∼600-bp region surrounding the selected guide RNA (gRNA) sequences was amplified, and the PCR product was melted at 95°C for 5 min and then cooled slowly at the ramp rate of 0.1°C/s (41). gRNA cleavage frequently gives rise to mismatched base pairs around the cutting site, which were detected by T7 endonuclease (M0302S, NEB) cleavage and agarose gel electrophoresis. gRNA combinations that lead to T7 endonuclease cleavage were selected.

Genomic DNA 1.3 kb upstream and 1.5 kb downstream of gRNA sequences for ACF1 were amplified using a high-fidelity PCR system. These homology arms excluded the sgRNA sites. The homology arms and 3XP3-dsRed fly selection cassette (obtained from pJet1.2 (41)) were assembled together in a pBS donor backbone by using the Golden Gate cloning strategy. The final clone was validated by sequencing.

The purified plasmid and sgRNA for 5′ and 3′ ends of the *Acf* gene were co-injected into blastoderm embryos of *yw; Cas9; lig*^*4169*^ genotype (42). The F0 mosaic males were crossed with *w1118* females and F1 transformants were screened for red fluorescence eye phenotype. The flies were backcrossed to the *yw* strain for four subsequent generations and rendered homozygous. Deletion of the locus was screened by PCR and loss of protein was assessed on Western blot. Final deletion of ACF1 encompasses around 4 Kb from the 562^nd^ base onward, removing most of the gene except its 5′ and 3′ UTRs. No ACF1 protein could be detected in the newly generated *Acf*^*C*^ mutant (see the Results section), similarly to that observed in the previously analyzed *Acf*^*7*^ allele (generated by imprecise p-element excision) (21).

For hatching assays, 0- to 16-h embryos were collected on apple juice agar plates and allowed to develop for an additional 25 h at 25°C. Hatched larvae were counted.

### Nuclei isolation and Western blot

For isolation of nuclei, embryos were collected overnight (0–16 h after egg laying [AEL]) onto apple juice agar plates and dechorionated in 25% bleach for 5 min. After extensive washes with PBS (140 mM NaCl, 2.7 mM KCl, 10 mM Na_2_HPO_4_, and 1.8 mM KH_2_PO_4_), the embryos were transferred to 1.5-ml tubes, resuspended in NB-0.3 (15 mM Tris–Cl, pH 7.5, 60 mM KCl, 15 mM NaCl, 5 mM MgCl_2_, 0.1 mM EGTA, pH 8, 0.3 M sucrose, 0.2 mM PMSF, 1 mM DTT, and Roche cOmplete protease inhibitor without EDTA), and homogenized using a metal pestle (LLG Labware, Cat. No. 9.314.501). The homogenate was collected and carefully layered on top of a biphasic solution consisting of NB-1.4 (15 mM Tris–Cl, pH 7.5, 60 mM KCl, 15 mM NaCl, 5 mM MgCl_2_, 0.1 mM EGTA, pH 8, and 1.4 M sucrose) and NB-0.8 M sucrose. After spinning at 13 krpm for 10 min (4°C), the nuclei pellet was collected and washed twice with NB-0.3 (spinning at 5,000 rpm for 5 min at 4°C in between washes).

For Western blot analysis, the nuclei were suspended in 5× Laemmli sample buffer (250 mM Tris–HCl, pH 6.8, 10% w/v SDS, 50% v/v glycerol, 0.1% w/v bromophenol blue, and 10% β-mercaptoethanol) and boiled at 96°C for 8 min. The following antibodies were used for Western blots: αACF1 8E3 (22) (1:5), αFLAGm2 (1:1,000, Sigma, Cat. No. F1804), and α Lamin T40 (1:1,000, a kind gift from H. Saumweber).

### ChIP-qPCR

For ChIP analysis, embryos were collected 0–12 h AEL and dechorionated in 25% bleach for 3 min. After extensive washes with water, the embryos were transferred to 15-ml tubes and weighted. Between 0.5 and 1 g of embryos were washed with 50 ml of PBS/0.01% Triton X-100 and then resuspended in 9 ml of fixing solution (50 mM Hepes, pH 7.6, 100 mM NaCl, 1 mM EDTA, and 0.5 mM EGTA)/3.7% formaldehyde (Merck, Cat. No. 1040031000). Then 30 ml of n-heptane was added and the tubes were shaken for 1 min, followed by 13.5 min of incubation on a rotating wheel (18°C). The embryos were pelleted at 3,000 rpm for 1 min, resuspended in 50 ml of PBS/0.01% Triton X-100/125 mM glycine, and incubated at RT for 5 min. After two washes with PBS/0.01% Triton X-100, the embryos were frozen in liquid nitrogen and stored at −80°C until further processing. The frozen embryos were resuspended in 5 ml of RIPA buffer (10 mM Tris–Cl, pH 8, 1 mM EDTA, 140 mM NaCl, 1% Triton X-100, 0.1% SDS, and 0.1% sodium deoxycholate/1 mM DTT/0.2 mM PMSF/Roche cOmplete Protease inhibitor without EDTA) and dounced 10 times using a loose pestle and 10 times with a tight pestle. The homogenate was transferred to a 15-ml tube and spun at 170 g for 10 min at 4°C. The nuclei were resupended in 5 ml of RIPA/gram of embryos and split into 1-ml aliquots. Chromatin was sonicated using a Covaris S220 (100 W Peak Power, 20% Duty Factor, 200 Cycles/Burst, 15 min total time) and insoluble material was removed by centrifugation at 13.2 krpm for 20 min (4°C). Soluble chromatin was pre-cleared by adding RIPA-equilibrated 50% slurry of protein A+G (1:1) sepharose beads and rotating at 4°C for 1 h. Then 200 μl of chromatin was incubated overnight with 4 μl of the respective antibody: αACF1 Rb2 (22), αFLAGm2 (Sigma, Cat. No. F1804), and αISWI Rb1 (Becker Lab, unpublished). Then 30 μl protein A+G (1:1) 50% slurry was added and the tubes were rotated for 3 h at 4°C. After five washes with RIPA buffer, RNase-A was added (10 μg/100 μl; Sigma, Cat. No. R4875) and the tubes were incubated at 37°C for 20 min. Subsequent protease digestion (using 250 ng/μl Proteinase K; Genaxxon, Cat. No. M3036.0100) and cross-link reversal were performed simultaneously at 68°C for 2 h. DNA was purified using 1.8× Agencourt AMPure XP beads (Beckman Coulter, Cat. No. A63880) following a standard protocol and eluted in 50 μl of 5 mM Tris–Cl, pH 8. Purified DNA was used for standard qPCR analysis at 1:2 dilution. The primers are listed in Table S3.

Table S3 List of primers used in this study.

### RT–qPCR

For *LacZ* expression analysis, embryos were collected 2–8 h AEL and dechorionated in 25% bleach for 3 min. After extensive washes with PBS, the embryos were transferred into a 1.5-ml tube, resuspended in 300 μl of QIAzol (QIAgen, Cat. No. 79306), and homogenized using a metal pestle. After addition of 700 μl of QIAzol, the samples were snap-frozen in liquid nitrogen and stored at −80°C until further processing. RNA was extracted using the standard protocol provided by QIAgen. The Superscript III First Strand Synthesis System (Invitrogen, Cat. No. 18080051, random hexamer priming) was used to generate cDNA starting from 1.5 μg of total RNA. cDNA was used for standard qPCR analysis at 1:10 dilution. The primers are listed in Table S3.

### Immunofluorescence microscopy

For immunofluorescence of *Drosophila* Kc167 cells, 200 μl of cells (>10^6^ cell/ml) were transferred onto polylysine–coated three-well depression slides (Thermo Scientific, Cat. No. 631-0453) and incubated for 1.5 h at 26°C. The cells were washed with PBS and fixed in PBS/3.7% formaldehyde for 10 min. After two washes with PBS, the cells were permeabilized in ice-cold PBS/0.25% Triton X-100 for 6 min. The cells were washed twice with PBS and blocked with PBS/0.1% Triton X-100/5% normal donkey serum (Jackson Immuno Research)/5% nonfat milk for 2 h. After a brief wash with PBS, the cells were incubated overnight at RT with primary antibodies αV5 (1:1,000, GenScript, Cat. No. A00623) and αmCherry (43) (1:20). The cells were washed twice with PBS/0.1% Triton X-100 and incubated with secondary antibodies donkey-αrat-Cy3 (1:500, Jackson Immuno Research) and donkey-αrabbit-Alexa488 (1:300, Jackson Immuno Research) for 2 h at RT. The cells were washed twice with PBS/0.1% Triton X-100, incubated with 1:500 DAPI for 10 min at RT, and washed again with PBS. Coverslips were mounted using Vectashield mounting medium (Vector Laboratories, Cat. No. H-1000) and sealed with nail polish. Pictures were acquired on a Leica Sp5 confocal microscope using the same settings for all the constructs.

### Artificial tethering of ACF1 to multiple reporters in *Drosophila* cells

Kc167 cells containing the barcoded reporter library were generated as previously described (24). Plasmids for the expression of GAL4-ACF1 fusion and controls were derived from pAc5-Gal4-V5-HP1a-T2A-mCherry (24) by Gibson assembly. All constructs were validated using DNA sequencing and restriction digestion analysis. The artificial tethering, including sample preparation, sequencing, and data processing/analysis, was performed as described in reference 24, including GAL4-HP1 construct as a positive control. Two biological replicates for each condition were analyzed. Reporters with normalized counts equal to zero in at least one condition were discarded. Linear models were calculated using the *lm* function in R. For transient expression of Gal4-ACF1 fusion and controls, 3 × 10^6^ Kc167 cells were transfected with 1 μg of the corresponding plasmid using the X-tremeGENE HP transfection reagent (Sigma, Cat. No. 6366236001) following the standard protocol (4.5:1 transfection reagent:DNA ratio). 3 d after transfection, 1 ml cells was collected, spun at 800 g for 5 min, resuspended in 20 μl of 5× Laemmli sample buffer per 10^6^ cells, and boiled at 95°C for 10 min.

### Single-embryo RNA-seq

Before RNA-seq, the *Acf*^*C*^ flies were backcrossed with the wild-type *OrR* strain for eight generations. Embryos were collected 0–45 min AEL and allowed to develop at 25°C until approximately 30 min before the desired stage (around 1 h for Bownes Stage 3 and 4 h for Bownes Stage 8). Without prior dechorionation, the embryos were hand-picked and submerged into a drop of Voltalef 10 S halocarbon oil (Lehman and Voss Co.) placed on a microscope slide. After about 5 min, the embryonic structures became visible under the stereomicroscope. Embryos were allowed to develop further under the halocarbon oil until the desired stage. Single embryos were picked and crushed with a 26-G needle into 200 μl of lysis buffer (supplemented with Proteinase K) from the Agencourt RNAdvance Tissue kit (Beckman Coulter, Cat. No. A32645). After the addition of 10 μl of 1:100 ERCC Spike-in RNA mix (Ambion, Cat. No. 4456740), the samples were incubated at 37°C for 20 min, snap-frozen in liquid nitrogen, and stored at −80°C. Total RNA was extracted from the single-embryo homogenate using the same Agencourt RNAdvance Tissue kit, following standard protocol but using half of the volumes recommended. RNA integrity was checked on a Bioanalyzer 2100 instrument (Agilent). Ribosomal RNA depletion was achieved using an rRNA depletion kit (human/mouse/rat) (New Englands Biolab, Cat. No. E6310) and the rRNA-depleted RNA was stored at −80°C until further processing. Nondirectional libraries were prepared using an NEBnext Ultra RNA Library Prep kit for Illumina (New Englands Biolab, Cat. No. E7530S) following standard protocol. Six replicates per genotype and stage were sequenced on an Illumina HiSeq1500 instrument. Paired-end RNA-seq reads were mapped against the reference genome (FB2016_01 dmel_r6.09 with selected chromosomes) using STAR (version 2.5.0a) with *quantMode GeneCounts* for counting reads per gene (44). One replicate from the *Acf*^*C*^ genotype (Stage 3) was excluded because of improper staging (data not depicted). 

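The embryo was identified from the mean normalized counts that Table S2 lists for 1085 genes before ZGA. Means were recomputed with the size factors of DESeq2 after leaving out each *Acf* C embryo of Stage 3 in turn, or none. Without replicate 2, no gene deviated from the listed mean by more than 0.0547% (median 0.0147%). With any other embryo left out, or with none, the largest deviation was 705 to 790%. After ZGA, the means over all 12 embryos deviated from those listed for 658 genes by at most 0.331%. In the PCA of all 24 embryos, *Acf* C replicate 2 of Stage 3 had a PC1 score of 63.0, and the other *Acf* C embryos of Stage 3 had scores of 86.7 to 101. Its PC2 score of −9.80 lay within the range of the others (−22.6 to 4.98).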

Size factors for normalization were calculated by DESeq2 (45). PCA was carried out on selected genes with variance across samples between the 85^th^ and 99^th^ percentiles. Genes with a read count equal to zero in at least half of the samples were filtered out for further analysis. Differential expression (DESeq2) analysis (mutant versus wild type) was carried out by fitting negative binomial GLM independently for the two developmental stages (45). Cutoffs for adjusted *P*-values were defined at the 0.1 level. Full lists of differentially expressed genes are presented in Tables S1 and S2. Gene ontology analysis on significantly different genes was performed on the FlyMine online database (46). Genes were assigned to five-state chromatin domains (25) by the *nearest* method from the GenomicRanges Bioconductor packages. Trends on MA plot were visualized by local polynomial regression fitting (*loess*). modENCODE histone modification signals (smoothed M-values) (26) were averaged over genes and low/high levels were distinguished by a cutoff based on the local minimum in the density of the H3K36me3 levels. Genes were classified as marked/unmarked based on whether they carry high/low histone modification levels in all four marks investigated in the analysis.

### Nucleosome mapping and autocorrelation

For mapping nucleosomes, embryos were collected 2–8 h AEL. The embryos (between 0.2 and 0.5 g per replicate and genotype) were dechorionated and fixed as described in the ChIP-qPCR section.

For nuclei isolation, the embryos were slowly thawed and dounced using a glass homogenizer (Schubert, Cat. No. 9164693) with 20 strokes each of the A and B pestles in ice-cold NX-I buffer (15 mM Hepes, pH 7.6, 10 mM KCl, 2 mM MgCl_2_, 0.5 mM EGTA, 0.1 mM EDTA, 350 mM sucrose, 1 mM DTT, 0.2 mM PMSF, and Roche cOmplete Protease inhibitor without EDTA). Nuclei were subsequently pelleted at 3,500 rpm for 10 min at 4°C. For MNase digestion, the nuclei were suspended in the RIPA buffer supplemented with 2 mM CaCl_2_. The nuclei were digested with 13 units of MNase per gram of starting embryos (Sigma, Cat. No. N5386) for 15 min at 37°C while shaking at 500 rpm. The reaction was stopped by adding 0.5 M EDTA (pH 8.0) to a final concentration of 10 mM and the tubes were quickly transferred to ice for 5 min. The nuclei were spun at 12.5 krpm for 10 min at 4°C. The supernatants containing most of the DNA were collected and the residual RNA was digested by RNase-A (50 μg/ml; Sigma, Cat. No. R4875) at 37°C for 30 min. Protein digestion and cross-linking reversal were performed as previously described in the ChIP-qPCR section. DNA was purified using 1.8× Agencourt AMPure XP beads (Beckman Coulter, Cat. No. A63880) following standard protocol and eluted in 50 μl of 5 mM Tris–Cl, pH 8. Recovered DNA was quantified using the Qubit dsDNA HS assay kit (Life Technologies, Cat. No. Q32851) and sequencing libraries were prepared using a custom-made protocol available upon request. Libraries were sequenced on a HiSeq 1500 (Illumina) instrument.

Paired-end reads were mapped to *Drosophila* genome version dm6. We used Bowtie v1.1.1 with “-X 750” parameter setting. Dyad coverage vectors were obtained by size-selecting fragments of length >120 and <200 bp and resizing their length to 50 bp fixed at the fragment center.

The nucleosome dyad maps used for autocorrelation were generated, validated, and interpreted by Jain et al (27 *Preprint*). The autocorrelation function was calculated for the dyad coverage vectors obtained for the entire genome and for the five-state domains described by Filion et al (25). The vectors for the last cases represent head-to-tail concatemerized regions of given annotation. The function was run for the lag length of 1,000 bp. Nucleosomal repeat lengths were obtained by linear regression of the first and second autocorrelation peak positions with zero intercept. The slope of the regression was defined as repeat length. Values reported in the text correspond to average nucleosomal repeat length (between biological replicates) ± SEM.

### Accession codes

Sequencing data have been deposited in the Gene Expression Omnibus under accession numbers GSE106759 (artificial tethering of ACF1 in Kc167 cells) and GSE106733 (nucleosome maps and single-embryo RNA-seq).

## Supplementary Information

Supplementary Information is available at https://doi.org/10.26508/lsa.201800024.

## Supplementary Material

Reviewer comments

# Supplementary material for: CHRAC/ACF contribute to the repressive ground state of chromatin
**Source:** Life Sci Alliance. 2018 Feb 9;1(1):e201800024. doi: 10.26508/lsa.201800024
**Supplement:** Supplementary file 3

| **Primer** | **Sequence** | **Usage** |
| --- | --- | --- |
| Acf_Rec_NF | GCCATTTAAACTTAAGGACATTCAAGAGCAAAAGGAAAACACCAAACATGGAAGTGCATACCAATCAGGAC | recombineering |
| Acf_Rec_NR | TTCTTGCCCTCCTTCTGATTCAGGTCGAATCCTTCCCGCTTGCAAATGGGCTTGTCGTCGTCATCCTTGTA | recombineering |
| Acf_Rec_CF | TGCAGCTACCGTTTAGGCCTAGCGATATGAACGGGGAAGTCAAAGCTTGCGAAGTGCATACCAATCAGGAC | recombineering |
| Acf_Rec_CR | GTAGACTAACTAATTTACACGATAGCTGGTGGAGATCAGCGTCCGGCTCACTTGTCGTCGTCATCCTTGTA | recombineering |
| UAS_ChIP_f1 | TCCGAGCGGAGACTCTAGC | ChIP-qPCR, UAS |
| UAS_ChIP_r1 | TTTGCTTGTTTGAATTGAATTGTC | ChIP-qPCR, UAS |
| UAS_ChIP_f2 | TAGGGAATTGGGAATTCGAG | ChIP-qPCR, 5' of LacZ |
| UAS_ChIP_r2 | TTAGCAGGCTCTTTCGATCC | ChIP-qPCR, 5' of LacZ |
| Spt4_fw | GCTCCGATTCATAAGCCCAG | ChIP-qPCR, negative control region |
| Spt4_rv | GCCTCTTTCGGAGCAGCTTT | ChIP-qPCR, negative control region |
| LacZ_RT_f1 | CGCTAGAGTCGACCAATTCC | RT-qPCR |
| LacZ_RT_r1 | GGCAACGAAAATCACGTTCT | RT-qPCR |
| RpII-140_fw | GCGCTATGGGTAAGCAAGCT | RT-qPCR, control |
| RpII-140_rv | TCACAAGTGGCTTCATCGGA | RT-qPCR, control |
| Acf1_crispr_LHS6 | TTAGCGCAGCGTCCACCTAA | CRISPR/Cas9, gRNA |
| Acf1_crispr_RHS2 | GGGCGCCTACCAGCTAAACG | CRISPR/Cas9, gRNA |

**Supplementary Table 3**

How the deposited data were processed for this re-analysis (not part of the article)

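Transcriptomes of single *Drosophila* embryos were measured by RNA-seq in wild type (*OrR*) and in *Acf* C, the *Acf* deletion line backcrossed to *OrR*, at Bownes Stage 3 (before ZGA) and Bownes Stage 8 (after ZGA), with 6 embryos per genotype and stage. The authors depleted rRNA, prepared nondirectional libraries, mapped paired-end reads with STAR and counted reads per gene. They deposited raw counts per gene, without normalization, for 17370 genes in 24 embryos, with each embryo in its own column and no column without a sample. The methods describe ERCC spike-in RNA, but the count table has no ERCC genes, so that scaling to spike-ins was not run. Genotype, stage and replicate number came from the sample labels. The replicate numbers were not taken as pairs, since each embryo is a different animal.

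All computations were made in R 4.3.3 with edgeR 4.0.16, DESeq2 1.42.0 and limma 3.58.1. Genes were assigned biotypes and positions from the Ensembl annotation of the BDGP6 assembly, which lists 17155 of the 17370 genes, 13728 of them protein-coding. As in the study, protein-coding genes with 0 counts in at least 50% of the embryos compared were left out, the stages were fitted separately, and the cutoff for adjusted *P*-values was 0.1. The main test was the two-sided quasi-likelihood test of edgeR with TMM normalization and Benjamini-Hochberg adjustment over the genes tested. Log2 fold changes are those of edgeR with a prior count of 0.125. The comparisons were *Acf* C against wild type before ZGA and after ZGA, Stage 8 against Stage 3 in each genotype, and the genotype-by-stage interaction in one fit of the 4 groups. The comparisons before ZGA used 5 *Acf* C and 6 wild-type embryos, since *Acf* C replicate 2 was left out as in the study, and all 6 *Acf* C embryos were the alternative.

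Expression quartiles were set by the mean normalized count over all embryos of a comparison, without regard to genotype. The summed counts-per-million (CPM) on the genes of a quartile in each embryo, and the PCA scores, were compared by exact permutation tests over all splits of the embryos, two-sided. Gene sets were compared by Fisher's exact test. Genes were named in the text by a rule set before the data were examined. They are *Acf*, the subunits named in the paper (*Iswi*, *Chrac-14*, *Chrac-16*), the sex markers *roX1*, *roX2*, *Sxl* and *msl-2*, and for each stage and direction the 3 genes with the largest log2 fold change among those with an adjusted *P*-value under 0.1, a mean of at least 10 normalized counts, and every *Acf* C embryo above (or below) every wild-type embryo. Where all embryos of a group had at most 3 counts, the fold is given as a lower bound against 3 counts.

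The depth was 4213692 to 11935129 counts per embryo, of which 2030997 to 7639980 fell on protein-coding genes. Counting error covers only part of the variation between embryos. The edgeR test was checked on data simulated with the library sizes and dispersions of these embryos, in which 200 genes were changed by 1.5 on the log2 scale. At Stage 3, 178 of the 197 changed genes that passed the filter were called, with 14 false calls among 192. At Stage 8, 152 of 198 were called, with 13 false calls among 165. In 20 simulations of Stage 8 without a genotype effect, at most 3 genes were called, and the median log2 fold change of quartile 1 lay between −0.026 and 0.016. Each gene was drawn independently, so shifts shared by many genes of an embryo were not simulated. The range thus tests bias of the estimate at low counts and does not give the spread between embryos.

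The alternatives were DESeq2, other filters on low counts, other scalings, an adjusted *P*-value cutoff of 0.05, one fit of all 4 groups, index set or replicate number in the model, thinning to the smallest library, all genes of the table, covariates for embryo sex, other rankings for the quartiles, other gene sets for the PCA, and leaving out each embryo in turn. The assignment of genes to five-state chromatin domains, the modENCODE histone marks and the gene ontology terms were not used here, and Fig 4A and B were not analysed here. *Rsf-1* was left out because its name could not be matched to a gene of the table with certainty.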

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

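The tests of exchanged labels, of wild-type replicate 3 and of blastoderm genes as a covariate, and the test of the region around *Acf*, were chosen only after the result was seen.

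Among 98 groups of 5 or 6 embryos, 7 had an embryo far from the others, where 4.9 would be expected by chance. Of these 7, 3 concern wild-type replicate 3 before ZGA. Its PC2 score was −15.9 (7.09 to 12.4 in the other wild-type embryos of Stage 3), its PC2 score in the PCA of Stage 3 alone was 22.1 (−1.73 to 5.52), and its *roX1* level was 5.90 CPM (0.263 to 1.34). An exchange of labels with *Acf* C replicate 3 was tested with *Acf*, which had 128 CPM in the *Acf* C embryo and 700.5 in the wild-type embryo, so that both followed their labels. Of the 2137 genes called without the replicate 3 embryos, 62.9% lay nearer the *Acf* C mean in wild-type replicate 3, where the same test gave 8.50 to 15.2% for wild-type replicates 1, 4, 5 and 6. The early zygotic genes of the cellular blastoderm on a list made before its test (*sisA*, *nullo*, *bnk*, *halo*, *zen*, *sc* and others, without *slam*, which was left out after its level was seen to be high in all embryos of Stage 3) summed to 50.8 CPM in this embryo and to at most 1.44 in the other wild-type embryos. They summed to 41.2 and 40.2 CPM in *Acf* C replicates 1 and 4, the 2 *Acf* C embryos with the lowest PC2 scores (−22.7 and −21.2). Wild-type replicate 3 and these 2 embryos may therefore have been slightly older than the rest, which is a hypothesis. The study set the stage by morphology, and no independent age was analysed here. With the summed level of these genes as a covariate, 810 genes were called before ZGA.

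The other 4 embryos far from their group were each seen in a single measure. In *Acf* C replicate 4 after ZGA, 9869 genes were detected, against 11030 to 11480 in the other *Acf* C embryos. This embryo also had the smallest library (4213692 counts), so the lower number could come from depth alone. With all libraries thinned to the smallest, the median log2 fold change of quartile 1 was 0.21. Wild-type replicate 6 after ZGA had 106700 CPM on quartile 3 genes (108100 to 108700 in the others). *Acf* C replicate 6 before ZGA had 0.135 CPM of *roX2*, where the other 4 embryos had 0. Wild-type replicate 3 after ZGA had 0 CPM of *stops* (0.579 to 0.853 in the others, from 2 or 3 counts each). No biological explanation was tested for these 4 embryos.

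The effect of genotype differed between the stages for 237 of 8698 genes (adjusted *P*-value under 0.1 for the interaction in edgeR, 1330 at an unadjusted *P*-value under 0.05). The effect was higher after ZGA for 108 genes and lower for 129. When the genotype labels were exchanged at random between same-numbered embryos within each stage, 3 of 100 draws, the real labels included, gave as many genes, and the largest of the others gave 424. The other draws mix the genotypes within each group. Within 2 Mb of *Acf*, 13 of 149 genes (8.72%) had an interaction, against 57 of 1955 (2.92%) on the rest of 3R (Fisher's exact test, two-sided, p = 0.000925). Genes linked to *Acf* may differ between the lines because a chromosome segment was kept through the backcross, and the interaction at genes near *Acf* cannot be told apart from that explanation. The remaining genes lie elsewhere, for which a stage-dependent effect of the mutation is a hypothesis.

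Among the genes named by rule, 5 had an interaction. For *stops*, 0.63 Mb from *Acf*, the difference between the log2 fold changes after and before ZGA was 7.84 (adjusted p = 2.89e-07 in edgeR). It was lower in 5 of 5 *Acf* C embryos than in any wild-type embryo before ZGA and higher in 6 of 6 after ZGA, at 10.6 and 12.1 mean normalized counts. For *modSP* the difference was 5.04 (adjusted p = 0.00051 in edgeR), for *CG2861* 2.46 (adjusted p = 0.0227) and for *kek1* −4.92 (adjusted p = 0.0175). For *Acf* it was −0.83 (adjusted p = 0.0011 in edgeR), since its counts fell further after ZGA. The values for *stops* and *kek1* are estimates of the model and not measured sizes, as *stops* had at most 1 count in any *Acf* C embryo before ZGA and at most 3 in wild type after ZGA, and *kek1* at most 2 in wild type before ZGA. No cause was tested for these single genes.

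Outside the protein-coding genes that the paper analysed, 16 of 368 non-coding genes and pseudogenes differed before ZGA (8 higher in *Acf* C) and 5 of 957 after ZGA (3 higher). When the genotype labels were exchanged between same-numbered embryos, which mixes the genotypes, only the real labels (1 of 32 splits) gave 16 genes before ZGA, and the next gave 13. After ZGA also, only the real labels (1 of 32 splits) gave 5 genes. The pseudogene *CR14033* (2L from 5242699 to 5244239), named after its values were seen, was lower at both stages (log2 fold change −2.36 before ZGA and −2.35 after ZGA, adjusted p = 0.00249 and 0.000359 in edgeR). *flam* was higher before ZGA (1.97, adjusted p = 0.000454), and 4 snoRNA genes between 30206783 and 30207883 on 3R, in the same part of the arm as *Acf*, changed in both directions before ZGA. Reads shared with parent genes or host genes, and the missing strand information, were not tested as causes, so the pattern cannot be told apart from them.

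The *Acf* C replicate 2 embryo of Stage 3, which the study left out, had 51.6 CPM of *roX1* from 307 counts, where the other embryos of Stage 3 had at most 29 counts. In Stage 8, *roX1* ranged from 1420 to 3353 CPM. If the embryo was past the start of zygotic transcription, it could be highest among the 12 embryos of Stage 3 in the listed blastoderm genes, *slam* included. It was highest in 0 of the 9 genes, where 0.75 would be expected by chance. This test is weak, as *Sry-alpha* had no counts in Stage 3, *slam* was high in all these embryos, and the remaining genes summed to 50.8, 41.2 and 40.2 CPM in wild-type replicate 3 and *Acf* C replicates 1 and 4. The same sum was 11.5 CPM in the embryo, more than in all others but these. It had 3.21 CPM of *sisA*, 1.69 of *bnk* and 2.54 of *zen*, against medians of 0.132, 0 and 0.453 in the other embryos. In the PCA of all 24 embryos its PC1 score was 63.0, and those of the other *Acf* C embryos of Stage 3 were 86.7 to 101. If RNA of Stage 8 was mixed in, the listed genes should lie below their mean level in wild-type Stage 8. There were 2 genes above that level, *bnk* and *slam*, and *slam* was also high in the other embryos of Stage 3 (median 259 CPM). An embryo past the start of zygotic transcription thus cannot be excluded, and the tests do not settle the cause of the *roX1* level.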

How the results depend on the processing

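The alternatives were set before the data were examined, except the *msl-2* and blastoderm-gene covariates, the permutation within index sets, the alternatives for single named genes, and leaving out embryos for the interaction and for PC1, which were chosen after seeing the data. Where no cause is named, the cause was not tested.

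The number of genes that differed between *Acf* C and wild type before ZGA (877) stayed within 1.5 times under DESeq2 (1062), DESeq2 size factors in edgeR (908), filterByExpr (861), no filter (679), all genes of the table (896), index set as a covariate (823), thinning to the smallest library (785), genes within 5 Mb of *Acf* left out (833) and the blastoderm-gene covariate (810, of which 672 were also among the 877). It was 498 at an adjusted *P*-value under 0.05, 418 in one fit of all 4 groups (379 shared) and 1341 with all 6 *Acf* C embryos (847 shared). Across the 11 fits that each left out one embryo it ranged from 475 to 1842, the highest without wild-type replicate 3. After ZGA (404), it stayed within 1.5 times under DESeq2 size factors (401), filterByExpr (397), no filter (362), all genes (360), index set (325), thinning (291), genes near *Acf* left out (379), the *roX1* plus *roX2* covariate (304) and the *msl-2* covariate (454). It was 653 with DESeq2 (393 shared), 178 at an adjusted *P*-value under 0.05 and 950 in one fit of all 4 groups (363 shared), and ranged from 193 to 449 across the 12 fits without one embryo. The share of called genes higher in *Acf* C was 52.9% before ZGA and 52.0% after ZGA, and lay between 45.4 and 59.4% and between 46.7 and 57.5% under these alternatives.

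With the replicate number as a block, 312 genes were called before ZGA (301 shared) and 252 after ZGA (220 shared), and 7070 and 7419 between stages in wild type and *Acf* C. In this pairing check, the residuals of same-numbered embryos of the 2 genotypes had a mean correlation of 0.013 before ZGA and 0.0313 after ZGA, and those of other embryos had −0.00374 and −0.00675. For the stages the same-numbered values were −0.022 in wild type and 0.014 in *Acf* C. The numbers do not mark matched animals, and the block uses up residual degrees of freedom. The median of quartile 1 before ZGA was −0.0014 with the block, and the interaction count was 181. *Iswi* before ZGA was not called with it (adjusted p = 0.224 in edgeR, 0.00563 to 0.224 over its alternatives).

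The median log2 fold change of quartile 1 after ZGA (0.24) stayed positive under all alternatives. It was 0.036 with filterByExpr and 0.48 without a filter, and ranged from 0.17 to 0.30 with one embryo left out. The other alternatives gave 0.15 (*roX1* plus *roX2* covariate) to 0.31 (quartiles by the wild-type mean). Both filters change which genes make up quartile 1, and its lower bound of 0.533 mean counts is at the limit of the depth, where a change of 1 read alters the fold change of a gene. Before ZGA the same median (0.011) was close to 0 and its sign depended on the setting. It was −0.063 with filterByExpr, 0.24 without a filter, −0.028 with quartiles by the *Acf* C mean, −0.012 after thinning, and −0.045 to 0.018 with one embryo left out. Summed CPM on quartile 1 genes after ZGA differed by 376 between the genotypes. The difference ranged from 231 to 463 without one embryo (exact permutation p from 0.0455 to 0.301), and was 390 with DESeq2 size factors, 391 with plain library size and 631 with filterByExpr (exact permutation p from 0.167 to 0.4).

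The interaction count (237) was 312 with filterByExpr, 447 with all 6 *Acf* C embryos, 579 with DESeq2, and 153 to 542 without one embryo. The counts between stages stayed within 1.5 times under each alternative (6302 to 9088 in wild type, 6366 to 8917 in *Acf* C). PC1 held 94.3% of the variance, 89.2% with all genes that passed the filter, 95.3% with TMM CPM, 94.0% with all 24 embryos and 94.1 to 94.5% without one embryo. *Acf* kept its direction and its call at both stages under the alternatives run for it, which were DESeq2, the filters, DESeq2 size factors, index set, replicate block and leaving out each embryo.

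Among the named genes, *Chrac-16*, *msl-2* and *Sxl* changed sign at some stage. *Chrac-16* after ZGA (−0.00074) was 0.0039 with DESeq2, 0.010 with filterByExpr, 0.0063 with DESeq2 size factors and 0.0028 with the replicate block, and ranged from −0.036 to 0.039 without one embryo. *Chrac-16* before ZGA ranged from −0.023 to 0.071 without one embryo, *msl-2* from −0.054 to 0.094 before ZGA and from −0.53 to 0.21 after ZGA, and *Sxl* after ZGA from −0.24 to 0.12. None of these was called at the stage given in any setting. *Sxl* before ZGA was called when wild-type replicate 3 was left out (adjusted p = 0.0994, over its alternatives 0.0994 to 0.619). *Iswi* after ZGA was called with DESeq2 (log2 fold change 0.12, adjusted p = 0.0137, over its alternatives 0.0137 to 0.357). The genes picked for their large changes kept their direction and their call under the same alternatives as *Acf*, except that *kek1* before ZGA and *jdp* after ZGA did not pass filterByExpr and were not tested with it.

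Scaling to ERCC spike-ins was not run, since the table holds no ERCC counts. The depth limits the genes of quartile 1, of which 1534 to 2182 of 2362 were detected per embryo after ZGA.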

Differences from the paper's values

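After ZGA, 404 genes differed between *Acf* C and wild type in edgeR, and the paper's number in Table S2 is 658. Of the alternatives set before the data were examined, DESeq2 gave 653, one fit of all 4 groups gave 950 and leaving out *Acf* C replicate 4 gave 449, which are within 1.5 times of the paper's number. The others gave 178 to 421 and did not close the gap. For genes higher in *Acf* C, the paper's number is 366 and the edgeR number 210. DESeq2 gave 356, one fit of all 4 groups 444 and leaving out *Acf* C replicate 4 gave 258. For genes lower in *Acf* C, the paper's number is 292 and the edgeR number 194. Here DESeq2 gave 297 and leaving out *Acf* C replicate 3 gave 213, while one fit of all 4 groups gave 506. For each direction, the remaining alternatives gave numbers more than 1.5 times lower than the paper's. The paper's methods name DESeq2, with which 640 of the 641 listed genes that were tested were called. The *msl-2* covariate, chosen after seeing the values, gave 454 genes, within 1.5 times of the paper's number.

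The values that follow are nearer to the paper's. Before ZGA, 877 genes differed where the paper lists 1085, and DESeq2 gave 1062, of which 1054 are listed. Leaving out *Acf* C replicate 3 gave 1137. The paper's numbers of genes tested are 7585 before ZGA, 10088 after ZGA, 9235 between stages in wild type and 9163 in *Acf* C, and those tested here are 7303, 9448, 8103 and 8836. With all genes of the table in place of protein-coding genes, 7798 and 10559 genes were tested before and after ZGA. PC1 holds about 89% of the variance in Fig 3B, read by eye, and held 94.3% here, or 89.2% with all genes that passed the filter. The median log2 fold change of quartile 1 after ZGA is about 0.27 in Fig 4C, read by eye, and was 0.24 here, or 0.26 with DESeq2.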

Other observations

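The tests of embryo sex by *msl-2* and of single embryos on quartile 1 were chosen only after the result was seen. So were the tests of the region around *Acf* and all tests of the count before ZGA other than the splits of the embryos. In each of the 32 splits, the genotype labels (or the stage labels) were exchanged within some of the same-numbered pairs, so that the groups of all splits but the real one mix genotypes (or stages).

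The rise of expression quartile 1 after ZGA (median log2 fold change 0.24) was as far from 0 in 7 of the 32 splits, and the farthest of the others was 0.31. The rise can thus not be told apart from differences between single embryos that do not follow the genotype. Of the 6 *Acf* C embryos, 4 lay above every wild-type embryo in summed CPM on these genes. The rise was larger in the second index set (0.41) than in the first (0.093). The embryos high in *msl-2* were *Acf* C replicates 2 and 3 in the first set and wild-type replicates 5 and 6 in the second. The difference between the sets thus cannot be told apart from a difference in embryo sex. A bias of low counts was tested by simulation without a genotype effect, in which the median farthest from 0 was −0.026. Unequal library size was tested by thinning to the smallest library, which gave 0.21. A few genes that take most of the counts were tested by leaving out the 10 most highly expressed, which gave 0.235. This test is weak, as the rRNA genes, which held 43.2 to 52.7% of the counts in *Acf* C and 46.9 to 50.8% in wild type, were not among the tested genes. Embryo sex was tested with *msl-2* as a covariate, which gave 0.23. By *msl-2* both genotypes held the same mix of embryos, so this covariate could hardly move the median. The planned covariate, *roX1* plus *roX2*, gave 0.15. Developmental timing was tested with the genes that fall between the stages, whose median after ZGA (−0.023) was as far from 0 in 12 of the 32 splits. For the 1762 genes that fall in both genotypes the median was −0.046, as far from 0 in 6 of the 32 splits. The PC1 score in Stage 8 was −95.4 in *Acf* C and −89.9 in wild type (exact permutation test, two-sided, p = 0.0368, adjusted p = 0.147), so a difference in timing cannot be excluded. Thinning left most of the rise, so unequal library size did not account for it. The simulation did not give the rise from low counts, but the median was 0.036 with filterByExpr and 0.48 without a filter. Both filters change which genes make up the quartile, so a part played by low counts cannot be excluded. Neither covariate for sex removed the rise, but the *roX1* plus *roX2* covariate lowered it, so sex was not ruled out. Uniform background reads, which fall on genes by their exon length, would give a larger rise in longer genes. Across quartile 1 genes the Spearman correlation of log2 fold change with exon length was 0.134, and it was 0.14 in quartile 2, 0.0618 in quartile 3 and 0.0386 in quartile 4. A background from genomic DNA or unspliced RNA may thus contribute to the rise, and derepression of lowly expressed genes, the explanation that the paper gives, remains a hypothesis beside it. The change of this effect between the stages was not separated from chance, with a median interaction of 0.14 in quartile 1 that was as far from 0 in 31 of 100 draws. The same median before ZGA was as far from 0 in 26 of 32 splits.

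The number of genes called before ZGA (877) was reached by 2 of the 32 splits, the real one included. The other was the split that exchanged the replicate 3 embryos, which called 1771 genes. After ZGA only the real split (1 of 32) gave as many genes, and the next gave 5. Between stages only the real split (1 of 32 in each genotype) gave as many genes, where the next gave 3608 in wild type and 5510 in *Acf* C. For the count before ZGA, an exchange of labels was not borne out, as *Acf* in *Acf* C replicate 3 was at 128 CPM. Wild-type replicate 3 resembled *Acf* C at 62.9% of the genes called without the replicate 3 embryos, and *Acf* C replicate 3 lay nearer the *Acf* C mean at 44.5% of them. With the blastoderm genes as a covariate, 810 genes were called, the split that exchanged replicate 3 called 5, and 1 of the 32 splits gave as many as the real one. A difference in age between embryos of Stage 3 may therefore account for the split that exchanged replicate 3. The covariate can correct for age only in embryos near ZGA, as the listed genes without *slam* summed to at most 1.44 CPM in 7 of the 11 embryos, so it does not test a difference in age among these. Genes that fall between the stages in both genotypes had a median log2 fold change of −0.019 before ZGA, as far from 0 in 1 of 32 splits, as a difference in mean age between the genotypes would give, and how many of the calls such a difference accounts for was not determined.

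Genes within 2 Mb of *Acf* were called more often than those on the rest of 3R. Before ZGA, 29 of 125 genes tested within 2 Mb (23.2%) were called, against 178 of 1614 (11.0%) on the rest of the arm (Fisher's exact test, two-sided, p = 0.000249, adjusted over 18 tests p = 0.00112). After ZGA, they were 19 of 173 (11.0%) against 93 of 2125 (4.38%; p = 0.00061, adjusted p = 0.0022, Fisher's exact test). The excess was weaker within 5 Mb. Before ZGA the share there was 15.5%, against 11.2% on the rest of the arm (Fisher's exact p = 0.0543, adjusted p = 0.0814). After ZGA it was 6.56% against 4.55% (Fisher's exact p = 0.112, adjusted p = 0.144). The called genes within 2 Mb of *Acf* went in both directions (15 higher and 14 lower before ZGA, 10 and 9 after ZGA). Before ZGA, 10 of the 21 genes tested within 0.1 Mb (47.6%) were called (Fisher's exact p = 4.99e-05, adjusted p = 0.000728), and after ZGA 3 of 24 (12.5%; Fisher's exact p = 0.109, adjusted p = 0.144). A position effect of the deletion on its neighbours can thus not be excluded, but one limited to 0.1 Mb would leave the 35 called genes that, both stages summed, lay between 0.1 and 2 Mb from *Acf*, some of which are expected from the share on the rest of the arm. In that range the share was 18.3% before ZGA (Fisher's exact p = 0.0371, adjusted p = 0.0668) and 10.7% after ZGA (Fisher's exact p = 0.00202, adjusted p = 0.00606). Before ZGA, the share was 21.7% from 0.1 to 0.5 Mb (Fisher's exact p = 0.174) and 20.0% from 0.1 to 1 Mb (Fisher's exact p = 0.124), not separated from the rest of the arm. After ZGA, it was 13.8% (Fisher's exact p = 0.0471, adjusted p = 0.0771) and 11.9% (Fisher's exact p = 0.0208, adjusted p = 0.0416) in the same ranges. A candidate explanation is a chromosome segment around *Acf* that was kept through the backcross and carries variants of the line in which the deletion was made. The paper does not report this, and no sequence variants were analysed here. Leaving out all genes within 5 Mb of *Acf* left 833 of the 877 calls before ZGA, so that most calls lie elsewhere.

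In Stage 8, *msl-2* was at 314.9 and 333.4 CPM in wild-type replicates 5 and 6 and at 274 and 307.5 in *Acf* C replicates 2 and 3, and at 54.0 to 81.9 in all other embryos. The same 4 embryos had the lowest *Sxl* levels (306.2 to 409 CPM, against 1120 to 1328 in the others). By these markers each genotype had 2 embryos of one kind and 4 of the other. *roX1* did not follow this division and was high in all embryos of Stage 8.

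In *Acf* C embryos, reads on *Acf* were counted at 127 CPM before ZGA and 49.8 after ZGA. The paper describes the deletion as sparing the untranslated regions at both ends of the gene. The region also overlaps *CG42233*, and which part of the gene the reads came from was not analysed here.

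Before ZGA, the genes of expression quartile 4 together held 762400 ± 9910 CPM in *Acf* C (SD, n = 5) and 746000 ± 4420 in wild type (SD, n = 6). All 5 *Acf* C embryos lay above the wild-type mean (exact permutation test, two-sided, p = 0.00866, adjusted over the 8 quartile tests p = 0.0693). Quartile 3 was lower, at 177500 ± 1020 against 179900 ± 1500 CPM (exact permutation p = 0.0195, adjusted p = 0.078), with 0 of 5 *Acf* C embryos above the wild-type mean, and quartile 2 was at 60360 against 62930 CPM (exact permutation p = 0.0974, adjusted p = 0.26). The CPM are shares of a total, so the quartiles are not independent of each other. *CG2861* and the neighbouring non-coding gene *CR45516* on X (4805459 to 4805683), named after its values were seen, were both lower in *Acf* C before ZGA. *CG2861* had a log2 fold change of −3.71, and *CR45516* a mean of 0.0282 CPM in *Acf* C, too near 0 for a fold, and 1.74 in wild type.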
